# Global host molecular perturbations upon in situ loss of bacterial endosymbionts in the deep-sea mussel *Bathymodiolus azoricus* assessed using proteomics and transcriptomics

**DOI:** 10.1186/s12864-019-5456-0

**Published:** 2019-02-06

**Authors:** Camille Détrée, Iman Haddad, Emmanuelle Demey-Thomas, Joëlle Vinh, François H. Lallier, Arnaud Tanguy, Jean Mary

**Keywords:** Chemoautotrophic symbiosis, Hydrothermal vent, In situ experiment, Mutualism, Proteo-transcriptomics

## Abstract

**Background:**

Colonization of deep-sea hydrothermal vents by most invertebrates was made efficient through their adaptation to a symbiotic lifestyle with chemosynthetic bacteria, the primary producers in these ecosystems. Anatomical adaptations such as the establishment of specialized cells or organs have been evidenced in numerous deep-sea invertebrates. However, very few studies detailed global inter-dependencies between host and symbionts in these ecosystems. In this study, we proposed to describe, using a proteo-transcriptomic approach, the effects of symbionts loss on the deep-sea mussel *Bathymodiolus azoricus’* molecular biology. We induced an in situ depletion of symbionts and compared the proteo-transcriptome of the gills of mussels in three conditions: symbiotic mussels (natural population), symbiont-depleted mussels and aposymbiotic mussels.

**Results:**

Global proteomic and transcriptomic results evidenced a global disruption of host machinery in aposymbiotic organisms. We observed that the total number of proteins identified decreased from 1118 in symbiotic mussels to 790 in partially depleted mussels and 761 in aposymbiotic mussels. Using microarrays we identified 4300 transcripts differentially expressed between symbiont-depleted and symbiotic mussels. Among these transcripts, 799 were found differentially expressed in aposymbiotic mussels and almost twice as many in symbiont-depleted mussels as compared to symbiotic mussels. Regarding apoptotic and immune system processes – known to be largely involved in symbiotic interactions – an overall up-regulation of associated proteins and transcripts was observed in symbiont-depleted mussels.

**Conclusion:**

Overall, our study showed a global impairment of host machinery and an activation of both the immune and apoptotic system following symbiont-depletion. One of the main assumptions is the involvement of symbiotic bacteria in the inhibition and regulation of immune and apoptotic systems. As such, symbiotic bacteria may increase their lifespan in gill cells while managing the defense of the holobiont against putative pathogens*.*

## Introduction

Symbiosis is a universal process defined as a long-lasting association between two organisms from different species; this definition encompasses the entire interaction spectrum, from mutualism to parasitism [1]. In mutualistic associations both host and symbiont(s) benefit from each other, hence promoting the adaptation of the holobiont to its environments [2]. Mutualistic associations between animals and endosymbiotic bacteria can be found in a diverse array of habitats. Most of these associations have a nutritional purpose, providing the host with essential nutrients, compounds or amino acids [3–6].

Maintaining a long-lasting mutualistic association requires the establishment of adaptive interactions from both symbionts and hosts, including fine-tuned and specific mechanisms for partners recognition, symbiosis establishment, and maintenance of symbiont densities *in hospite* [7, 8]. In the case of the host, conspicuous anatomical changes associated with the presence of symbionts are generally observed, such as the formation of specialized cells [9, 10] or organs (e.g. trophosome of the vestimentiferan tubeworm *Riftia pachyptila*) [11, 12]. Beside anatomical changes, the host immune system has been shown to be largely involved in the recognition, acceptance and regulation of symbiotic bacteria, allowing the settlement of symbionts and preventing competition with opportunistic bacteria [13, 14]. These adaptations to the symbiotic lifestyle in both hosts and symbionts have been observed among a vast array of symbiotic associations, organisms and environments, from terrestrial to deep-sea ecosystems [15–17]. Furthermore, the study of these specific symbioses may help understand the now widely recognized importance of associated microorganisms (microbiota) in virtually every organism adaptation [18].

Deep-sea hydrothermal vents are characterized by challenging physico-chemical conditions, such as total darkness and sharp gradients in temperature, pH and concentrations of reduced compounds (H_2_S, CH_4_, H_2_) [19]. Although seemingly extreme, these environments are inhabited by chemosynthetic bacteria that are capable of oxidizing these reduced compounds to produce energy and fix carbon; hence, metazoans are then able to colonize these habitats, typically via symbiotic associations with chemosynthetic bacteria [5, 20, 21].

In these symbiosis “hot spots”, a large gap has been filled in the understanding of the ecology of hydrothermal vents and physiology of associated organisms [22, 23]. In spite of all the information gathered regarding these particular associations, there have been few studies investigating the underlying molecular mechanisms involved in host-symbiont interactions.

Among the diverse organisms associated with hydrothermal vents, the mussel *Bathymodiolus azoricus* [24] constitutes an interesting model. Indeed, this bivalve from the family Mytilidae developed a highly plastic symbiosis; depending on the environmental availability of reduced compounds, it may host either one or two types of symbionts (thiotrophic and methanotrophic gammaproteobacteria) in specialized gill cells and regulate their respective densities [25–29]. *B. azoricus* is also capable of trophic plasticity; as a mixotroph, it may either use energy resources from its autotrophic symbionts or from the surrounding organic matter through regular heterotrophic filter-feeding. Indeed, unlike most other symbioses associated with hydrothermal vents, *B. azoricus* maintains a functional, though reduced, gut [30–32]. Both these symbiotic and trophic flexibilities suggest the existence of tight and specific interactions between *B. azoricus* and its endosymbionts and pave the way for possible experimental work. For instance, Kadar et al. (2005) performed a total symbiont depletion in mussels raised at atmospheric pressure, which induced a decrease in their fitness [33]. More recently, a metabolic interdependence between *B. azoricus* and its symbionts has been evidenced using a proteo-genomic approach comparing aposymbiotic and symbiotic tissues [34]. While none of these studies have been validated in situ, it is noteworthy that pioneering attempts to do so have shown the putative role of two families of immune proteins in symbionts’ recognition and regulation [35, 36]. Although significant in the understanding of symbiotic association in deep-sea environments, these studies were either performed ex situ or limited to specific processes or families of genes, restricting our understanding on the mechanisms established by the host to manage its symbionts.

In this context, and to gain a better understanding on symbiotic interactions in deep-sea hydrothermal vents, the objective of this study was to generate a comprehensive proteomic and transcriptomic overview of the mussel *B. azoricus’* response to symbiont-depletion. In order to detect host’s proteins and genes involved in symbiotic functions, a depuration of symbionts was conducted in situ and the gill proteome and transcriptome of mussels were compared between control and symbiont-depleted individuals. To gain an insight into the adaptive features established by *B. azoricus* to specifically recognize and manage its symbionts, we first hypothesized that both immune and apoptotic pathways may be relatively over-represented in symbiont-depleted mussels, as these processes have been shown to be primordial in the regulation of symbionts in model symbioses. Finally, we hypothesized that in situ symbiont depletion may impact mussels’ energetic metabolism, and hence, investigated the effects of symbiont depletion on mussels’ carbon metabolic process in order to appraise the nutritional dependency of *B. azoricus* to its symbionts.

## Results

### Global changes at the proteome level

LC-MS/MS analyses led to the identification of a total of 1409 proteins with at least two unique peptides, in our three conditions: symbiotic mussels (natural population), mussels partially depleted in symbionts (T1) and aposymbiotic mussels (T2). A diminution of the total number of proteins identified was observed throughout the symbiont-depletion experiment, with a total of 1118 in symbiotic mussels, 790 in partially depleted mussels and 761 in aposymbiotic mussels (Fig. 1). While symbiotic and depleted mussels shared a high number of identified proteins (58 and 60% with T1 and T2 respectively), the diminution observed may rather be associated with the decrease of unique proteins, from 352 in symbiotic animals to less than 140 in symbiont-depleted conditions. Genes Ontology (GO) analyses of these proteins solely identified in one of the three conditions revealed their implication in fundamental biological processes with distinct repartition according to symbiotic condition (Fig. 1). In symbiotic individuals most of the proteins identified were involved in four main biological processes: development (19%), multicellular organismal process (23%), metabolic process (22%) and cellular process (15%). Following symbionts’ depletion, several proteins were also involved in metabolic process (between 20 and 25% in T1 and T2) and cellular process (between 25 and 30% in T1 and T2), but a significant decrease – in comparison with individuals with natural population – of the number of protein involved in development (5% T1 and 3% T2) or multicellular organismal (1 and 2% for T1 and T2 respectively) was observed. In depleted conditions, proteins were rather associated with localization process (12–15%), cellular component organization and biogenesis (10–14%) or response to stimuli (10–12%). It is noteworthy that proteins involved in cellular processes were more abundant after symbiont-depletion, especially proteins involved in cell communication, cell cycle and cellular component movement. In partially depleted and aposymbiotic mussels, a greater number of proteins associated with ion, proteins and vesicle-mediated transport was observed as compared to symbiotic organisms. In addition, the number of proteins associated with reproduction and development decreased dramatically with symbionts depletion. Finally, congruent augmentation of stress related-proteins and diminution of proteins responding to external stimuli were observed after both partial and complete loss of symbionts. In these conditions, proteins were rather involved in the response to endogenous stimuli.

**Fig. 1:**
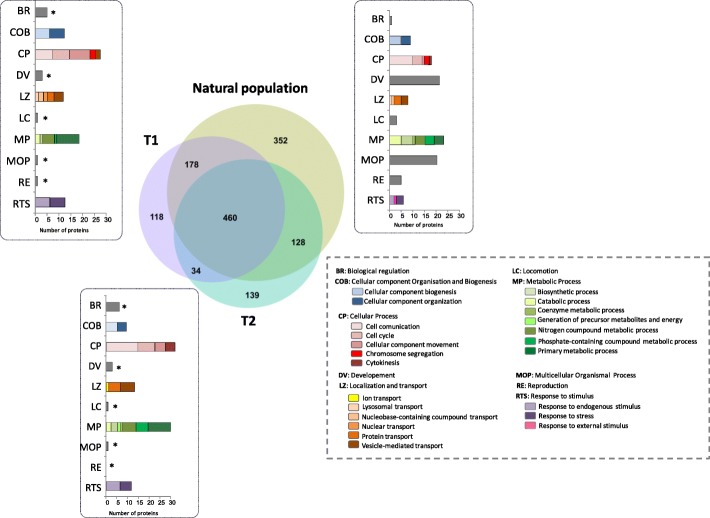
Venn diagram of the identified proteins in each condition (Natural population, T1, T2) and functional annotation. Numbers inside circles represent the number of exclusive proteins and numbers inside the overlapping areas represents shared proteins. Functional annotation of biological processes was performed on proteins exclusive to each condition and according to Gene Ontology (GO).*: Significantly different from the same process in natural population

To further identify proteins that may be involved in host-symbionts interactions, a quantification of shared proteins was performed and showed distinct concentration patterns in proteins identified in symbiotic, partially depleted and aposymbiotic mussels (Fig. 2a). Overall, when compared to symbiotic animals, 344 and 288 proteins were found down-regulated in T1 and T2, respectively (Fig. 2b). These down-regulated proteins were mostly involved in detoxification and metabolic processes after symbionts’ depletion (T1 and T2), but also in cellular processes in the case of partial depletion or localization in aposymbiotic animals (Fig. 2c and d). 294 proteins were found up-regulated after a partial depletion of symbionts (in comparison with symbiotic animals) and were mainly associated with the response to stimuli, localization and metabolic processes. The 300 proteins up-regulated in aposymbiotic animals were mainly involved in cellular processes, response to stimuli and metabolic processes (Fig. 2b, c, d).

**Fig. 2:**
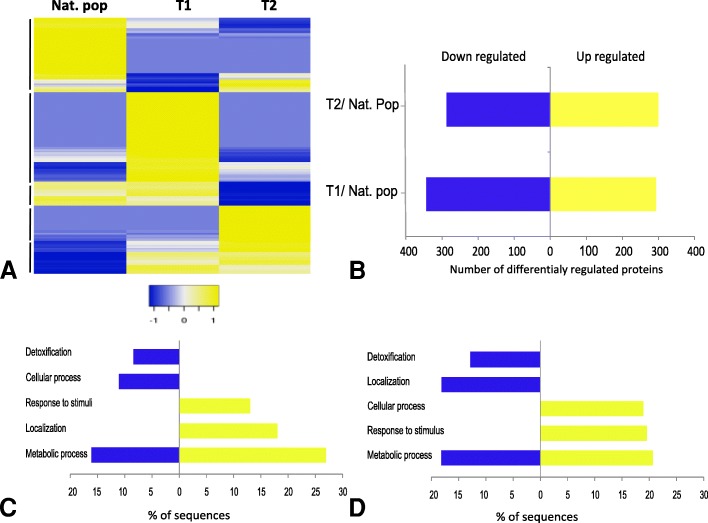
Expression and biological functions of proteins shared between symbiotic (Nat. pop), partially depleted (T1) and aposymbiotic mussels (T2). **a** Heatmap depicting clustering of proteins in the three conditions, black bars on the left side indicate clusters of protein, **b** Number of differentially concentrated proteins in partially depleted (T1) and aposymbiotic mussels (T2) compared to symbiotic mussels (Nat. pop) (Fold change > 1.5), **c** Five most represented biological process with which differentially concentrated proteins were associated in partially depleted mussels (T1) and **d** in aposymbiotic mussels (T2)

### Global changes at the transcriptome level

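Gill RNA of *B. azoricus* was hybridized to a custom Agilent array with 60744 probes. Symbiotic mussels of the natural population (T0) gave 4 pools of 6 individuals, partially depleted mussels (T1, after 7 days) 2 pools of 5, and aposymbiotic mussels (T2, after 27 days) 2 pools of 5. The sample labels call the last group T3, and for T2 pool a the title and the description differ on how far depletion had gone. The group was taken as T2 because the paper has 2 caged groups, of which 1 is fully depleted. Each T0 pool was labelled with Cy5 and lay on an array of its own, whose Cy3 channel was not used here. Both T1 pools lay on 1 array and both T2 pools on 1 array, pool a in the Cy3 channel and pool b in the Cy5 channel. The T1 and T2 arrays shared 1 slide, which was scanned 442 days after the 3 slides of the T0 arrays, so that slide and scan session cannot be told apart from a difference between T0 and the other groups. By the file headers the T0 arrays were scanned before the sampling months that the methods state, so it is open whether the T0 pools are the natural population of this experiment, and every value against T0 rests on that. The authors deposited the scanner's intensities for each array, which are not normalized, and a table of normalized scores. Median spot intensities were corrected for background with limma's normexp method (offset 50), taken as log2 and quantile normalized over the 8 pools, and the spots of one probe were averaged. Probes over 3 times background in more than 20% of the pools were kept, and 32888 of them could be tested. Between 24224 and 33135 probes were over 3 times background in a T0 pool, 27286 and 27890 in the T1 pools, and 20490 and 21108 in the T2 pools. Differential expression was tested with limma's moderated test in 1 fit of the 3 groups, with Benjamini-Hochberg adjustment, at an adjusted p of 0.05. The number of arrays limits the precision, with 1 array behind each of T1 and T2.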

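On the T1 array, spots of dim probes over part of the surface were brighter than elsewhere. The array was divided into 288 blocks of 16 rows by 14 columns of spots, and probes dim in every T0 pool were compared between blocks. Their median lay more than 0.3 (log2) over that of the whole array in 44 blocks of the T1 array, by up to 2.59, and in 0 blocks of the T2 array and 0 of the T0 arrays. These 44 blocks, called the raised area here, held 15.1% of the spots and 7123 (21.7%) of the tested probes. Negative control spots, which match no transcript, were 3.78 and 3.93 times as bright inside the area as outside it in the T1 pools, against 0.97 to 1.02 times in the other pools. Of 735 pairs of probes with the same sequence, 1 inside and 1 outside, the probe inside had the higher log2 fold change in 488 for T1 (66.4%, exact 95% confidence interval 62.9% to 69.8%) and in 367 for T2 (49.9%). Values for T1 are therefore given with all spots and, where probes of the area bear on them, mostly also with the spots of this area left out of every array before background correction, an alternative chosen after seeing the data.

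**Figure D1:**
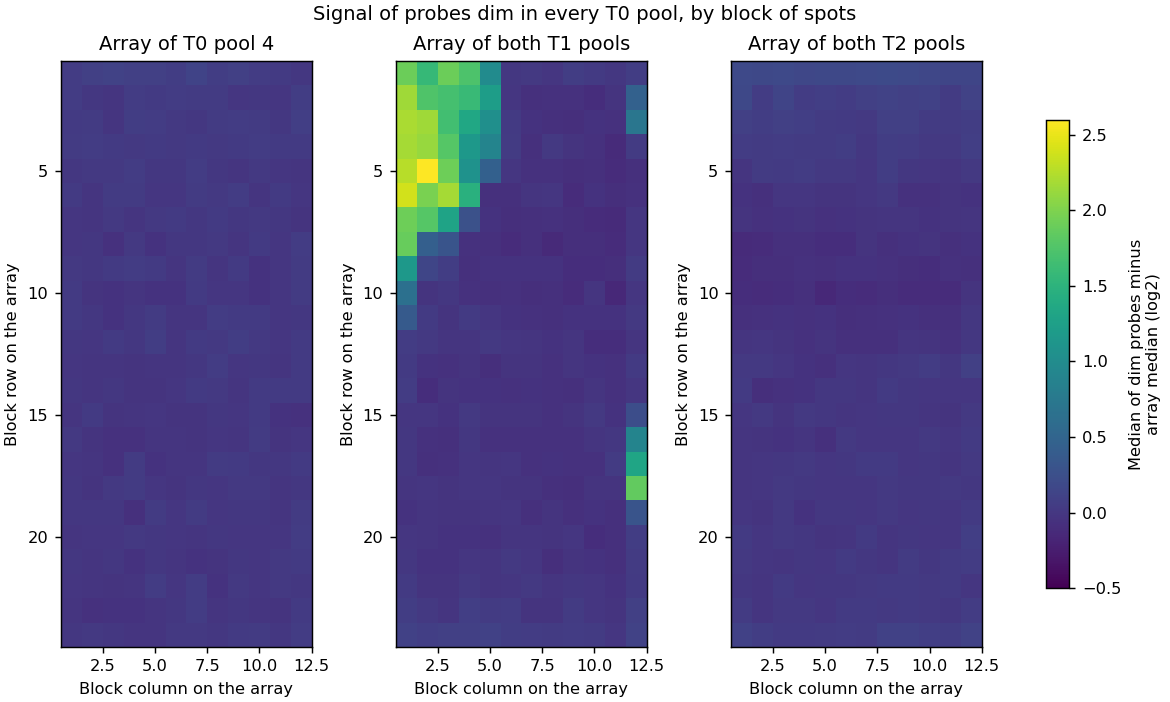
Median signal of probes dim in every T0 pool in each of 288 blocks of spots, minus the median of the array (colour, log2), by block column and block row, for the arrays of T0 pool 4, of both T1 pools and of both T2 pools. Raised blocks lie at the upper left and the right edge of the T1 array and reach 2.59.

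**Figure D2:**
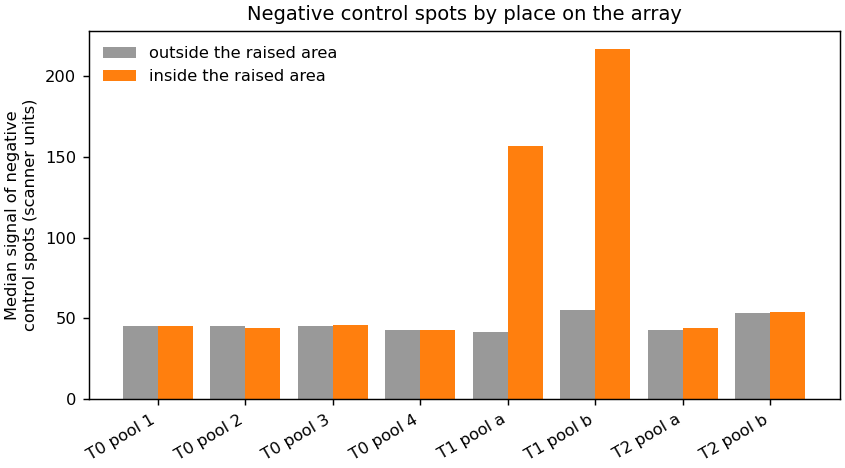
Median signal of negative control spots (vertical axis, scanner units) inside and outside the raised area in each of the 8 pools; bars are medians over 48 spots inside and 260 outside. In T1 pool a the medians are 157 inside and 41.5 outside, and in the T0 and T2 pools the paired bars are nearly equal.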

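Compared with T0, 10881 of 32888 probes were differentially expressed in T1 (5800 up-regulated and 5081 down-regulated) and 7570 in T2 (4100 up-regulated and 3470 down-regulated). Together, 13998 probes were differentially expressed in T1 or T2. Of the probes up-regulated in T1, 3533 (60.9%) lay in the raised area, as did 688 of those down-regulated. With the area left out, 25762 probes were tested, of which 3229 were differentially expressed in T1, 6197 in T2 and 7024 in T1 or T2. The alternative that moved both counts most was the SAM test on the deposited normalized scores, chosen after seeing the data, with 26936 probes in T1 and 17994 in T2. The lowest counts came from the Cy5 pools alone, with 1431 and 1081. The fit takes the pools as independent, although both T1 pools and both T2 pools share an array, and with array as a random block (consensus correlation 0.69) 4893 probes were differentially expressed in T1 and 1577 in T2. Without 1 of its pools, the remaining pool being assumed to vary like the other groups, T1 had 2449 (pool a left out) and 2124 (pool b left out) and T2 1558 and 1969. Every T1 pool lay beyond every T0 pool for 17494 probes (53.2%), and every T2 pool for 15541 (47.3%). Chance gives 13.3% if all pools are independent and more if pools of the same array move together, so these shares are no test of either group. With the area left out the counts were 9987 (38.8%) and 12401 (48.1%). For a single probe, 2 pools against 4 cannot give an exact two-sided permutation p under 0.133. The median log2 fold change of all tested probes was −0.13 in T1 and −0.04 in T2, and −0.04 and −0.06 with the area left out.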

Global transcriptomic analyses using microarray allowed the identification of 4300 transcripts differentially expressed between symbiont-depleted (T1 or T2) and symbiotic mussels. Among these transcripts, 799 were found differentially expressed only in aposymbiotic mussels and almost twice as many (1405) were found differentially expressed only in partially-depleted mussels as compared to symbiotic mussels (Fig. 3). 

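Past the threshold in T1 and not in T2 were 6428 probes (3605 up-regulated and 2823 down-regulated), and in T2 and not in T1 3117 (1925 and 1192). Both comparisons shared 4453 probes, 4357 of them changed in the same direction (2137 up-regulated and 2220 down-regulated) and 96 in opposite directions. With the raised area left out, 827 probes were specific to T1 (376 up-regulated and 451 down-regulated), 3795 to T2 (1812 and 1983), and 2402 were shared, of which 11 changed in opposite directions. The larger group was therefore that of T1 with all spots and quantile normalization and that of T2 without the area. With all spots the order also turned with SAM (3119 probes only in T1 and 6976 only in T2), the 75th percentile (4082 and 4664), the filter in all samples (1291 and 2601), and without T1 pool a (1121 and 4404) or pool b (924 and 4490). Passing the threshold in 1 comparison alone does not show that T1 and T2 differ. Compared directly, they differed at 5065 probes with all spots (1549 higher and 3516 lower in T2) and at 228 without the area (88 higher and 140 lower). Among probes only in T1, 56.1% were up-regulated with quantile normalization, 44.7% with scaling to the 75th percentile and 72.7% with cyclic loess.

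**Figure D3:**
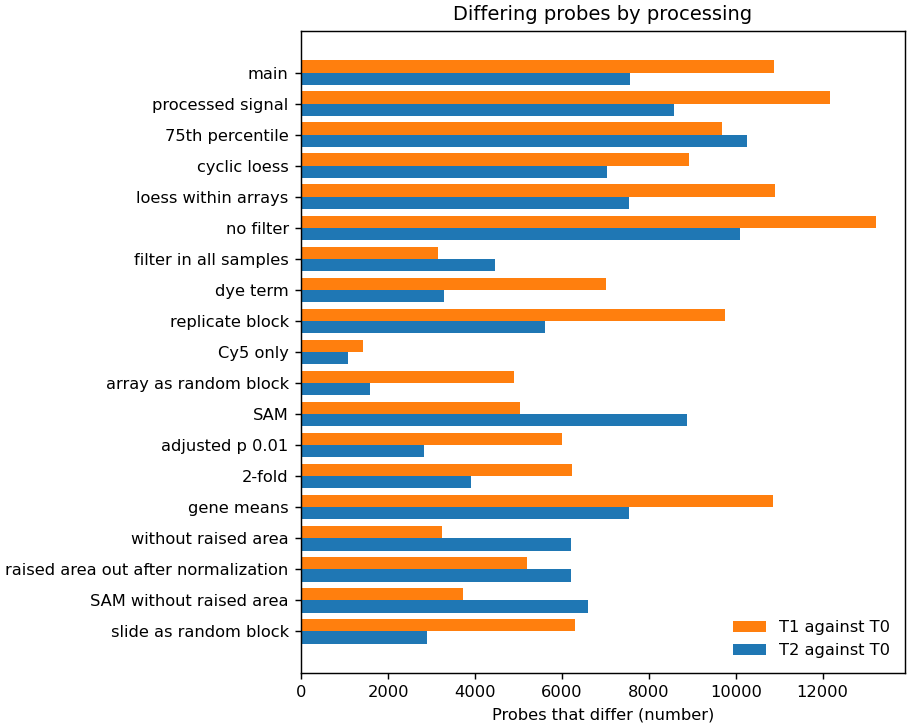
Probes differentially expressed against T0 (horizontal axis, number) in T1 and in T2 under 19 processing settings (vertical axis), each bar being 1 count. T1 has more probes than T2 with all spots and limma's test (10881 and 7570) and fewer where the raised area is left out (3229 and 6197), where probes must pass the background filter in all samples, with the 75th percentile and with SAM.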

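Among probes past the threshold, above background in both groups and with every pool of 1 group beyond every pool of the other, those with the largest changes were singled out. In T1, CUST_2836_PI427708305 reached 14.78 ± 1.64 (log2, SD, n = 2) against 7.18 ± 0.67 (SD, n = 4) in T0, a log2 fold change of 7.59 (standard error 0.95, adjusted p = 3.61e-04). CUST_4269_PI427708319 rose by 6.13 (standard error 0.73, adjusted p = 2.66e-04). The largest decreases were those of CUST_5968_PI427708319, at −5.04 (standard error 0.70, adjusted p = 6.67e-04), a probe in the raised area, and of CUST_130_PI427708313, annotated as ribosomal, at −4.88 (standard error 0.40, adjusted p = 3.10e-05). In T2, CUST_2912_PI427708313, annotated as hypothetical, reached 14.50 ± 0.18 (SD, n = 2) against 7.30 ± 0.23 (SD, n = 4), a log2 fold change of 7.21 (standard error 1.51, adjusted p = 0.0118), and CUST_1842_PI427708313 rose by 7.18 (standard error 1.45, adjusted p = 0.0102). CUST_8984_PI427708319 changed by −6.0 (standard error 0.35, adjusted p = 8.72e-05) and CUST_4463_PI427708292 by −5.96 (standard error 0.17, adjusted p = 4.10e-06). Over the alternatives the first T1 probe stayed between 6.15 and 8.78 and both T2 probes with increases between 7.05 and 8.93 and between 7.00 and 8.81. Neither of these T2 calls held with array as a random block (adjusted p = 0.239 and 0.223) or without T2 pool a (7.05 and 7.00) or T2 pool b.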

A gene ontology (GO) analysis of differentially expressed genes (DEG) was performed to assess which pathways were differentially regulated between the three conditions. GO analysis revealed that up-regulated genes in partially depleted-mussels were mostly involved in the regulation of translational initiation (19%) and cell cycle (15%) but also in cell death and division, and proteins secretion (Fig. 4a). 

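The GO classes were not rebuilt here, because the annotation beside each probe keeps little more than its first word, in which some letters have been replaced. Probes were instead grouped by words that stand for the classes of Fig. 4. Of 113 probes with words for translation initiation, 12 were up-regulated and 16 down-regulated in T1, with a mean log2 fold change of −0.07 (standard error over probes 0.06). They made up 0.207% of the up-regulated probes and 0.344% of all tested (odds ratio 0.55, two-sided Fisher's exact test, adjusted p = 0.270). Of 15 probes with words for the cell cycle, 1 was up-regulated and 0 down-regulated, with a mean of −0.26 (standard error 0.12), and of −0.02 over the 12 probes outside the raised area. For translation initiation the mean outside the area was −0.01, over 89 probes. limma's camera test with a preset correlation of 0.01 passed an adjusted p of 0.05 for 0 of the 7 word sets in T1 and in T2 (3 of 14 unadjusted). Its fry test passed it for the cell cycle set in T1, the protein transport set in both groups and the glycine set in both groups. Without the raised area the cell cycle call in T1 fails (adjusted p = 0.801 by fry), and the protein transport and glycine calls hold. Scaling to the 75th percentile moved the camera count most, to 1 set in T1 and 2 in T2.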

Down-regulated genes were involved mostly in translation (20%), cell adhesion (13%) or protein transport (12%), but also in biosynthetic process and programmed cell death (Fig. 4c). 

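Of 327 probes with words for ribosomal proteins, 40 were up-regulated and 48 down-regulated in T1. Their mean log2 fold change was −0.06 and their median 0.05, of opposite sign, and the mean outside the raised area was 0.04. Among 19 probes with words for cell adhesion, 3 were up-regulated, all of them in the raised area, and 5 down-regulated, with a mean of −0.26 (standard error 0.20), which scaling to the 75th percentile turned to 0.04. Words for protein transport marked 15 probes, of which 8 were down-regulated and 1 up-regulated. The mean was −0.44 (standard error 0.21, adjusted p = 0.122 by camera and 0.0071 by fry), and −0.31 over the 12 probes outside the area (adjusted p = 0.0408 by fry). With all spots they were 0.157% of the down-regulated probes against 0.0456% of those tested (odds ratio 6.26, two-sided Fisher's exact test, adjusted p = 0.0209). With the area left out, 3 of the 12 probes were down-regulated and 0 up-regulated.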

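In T2, probes with words for glycine, 10 in all, had a mean log2 fold change of 0.32 (standard error 0.22, adjusted p = 0.0071 by fry and 0.346 by camera), with 3 up-regulated and 2 down-regulated. For potassium, sodium and chloride transport, 4 of 36 probes were up-regulated and 3 down-regulated, with a mean of 0.05 and a median of −2.15e-04, and the authors' processed signal turned the mean to −0.01. For protein transport, 6 of 15 probes were down-regulated and 0 up-regulated, with a mean of −0.41 (standard error 0.15, adjusted p = 0.111 by camera) and an odds ratio of 5.66 (two-sided Fisher's exact test, adjusted p = 0.0414). Ribosomal protein probes had a mean of 0.09 (standard error 0.04), with 42 up-regulated and 27 down-regulated, and of 0.009 with cyclic loess. Words for translation initiation gave −0.10 (standard error 0.07), with 16 up-regulated and 20 down-regulated. Their odds ratio among the down-regulated probes was 1.83 (two-sided Fisher's exact test, adjusted p = 0.141). Cell adhesion words gave a mean of −0.28, with 1 probe up-regulated and 3 down-regulated, and cell cycle words −0.01, with 1 and 0, of which the sign turned in 3 of 4 other scalings and without the raised area (0.07). Probes with words for methane or sulfur oxidation, which stand for the symbionts, fell by 2.06 in T1 and fell by 2.41 in T2 (5 probes, adjusted p = 0.0211 and 0.0132 by camera), and both calls hold under fry. Of the 5, 0 were up-regulated and 4 down-regulated in T1, with 0.43 as the highest value, and 1 and 4 in T2, with 0.65.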

In aposymbiotic mussels, up-regulated genes were mostly associated with cell death (21%) and ion transport (17%) and other processes such as glycine transport, RNA metabolism or immune processes (Fig. 4b) while down-regulated genes were involved mainly in translation (14%), cell division (15%) along with cell adhesion and protein transport (Fig. 4d).

**Fig. 3:**
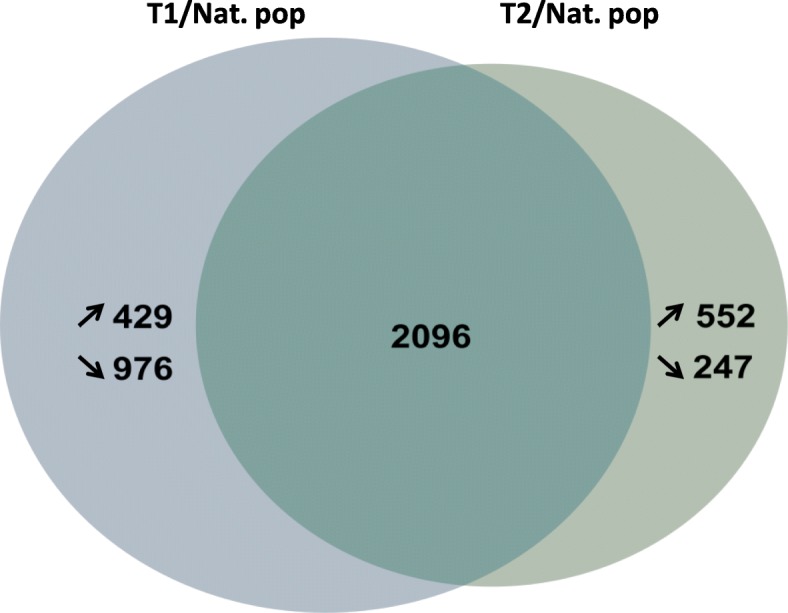
Venn diagram of differentially expressed genes (DEG) comparing partially depleted (T1) vs symbiotic mussels (Nat. pop) and aposymbiotic (T2) vs symbiotic mussels (Nat. pop). Numbers in the middle of circles represent the number of DEG exclusive to a comparison while the number inside the overlapping area represents shared DEG.

**Fig. 4:**
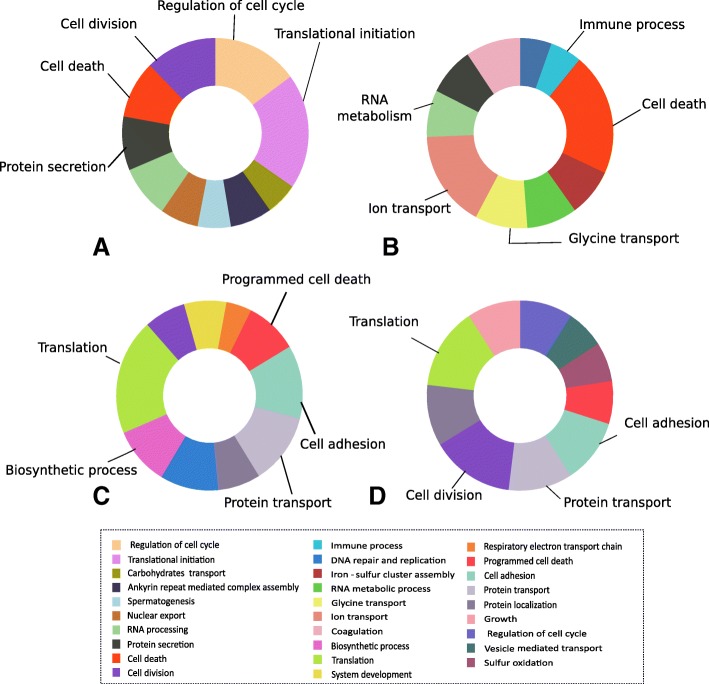
Functional classification of DEGs based on the GO biological process associated terms. **a** Functional classification of genes up-regulated in partially depleted mussels (T1) and **b** aposymbiotic mussels (T2), in comparison to symbiotic organisms and **c** functional classification of down-regulated genes in partially depleted mussels (T1) and **d** in aposymbiotic mussels. Biological processes labeled in the figure are the one discussed in the text

### Global activation of immune-related processes in symbiont-depleted mussels as compared to symbiotic mussels

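The transcripts of Table 1 were looked for by the words of the annotation, fixed before any value was seen. A word family holds all probes with 1 word, so that it mostly does not resolve single genes, and its value is the mean log2 over its tested probes. All 14 immune families could be tested. In T1 their mean log2 fold change was −0.17 and the median −0.16, with 5 families positive, and 1 family was up-regulated and 2 down-regulated, over all tested as well as adjusted over the list alone. In T2 the mean was 0.17 and the median 0.14, with 10 families positive, 1 up-regulated and 0 down-regulated, over all tested and adjusted over the list alone. The study chose the list on these samples, so the count adjusted over the list alone is not independent evidence. By camera the adjusted p was 0.771 for T1 and 0.479 for T2, and by fry 0.0523 and 0.0094. The difference between T2 and T1 over the list was 0.34 (camera, adjusted p = 0.0751). Without the raised area the means were −0.18 in T1 and 0.24 in T2 over 13 families, with 0 up-regulated and 2 down-regulated in T1 (adjusted over the list alone 1 and 5) and 2 and 0 in T2, and the adjusted p by fry was 0.0075 in both. The alternative that moved the T1 mean most left out T1 pool b, which gave −0.41, and both signs held in all 24 alternatives. The families called were chosen here after their values were seen. NF-kappa-B, with 1 tested probe, rose by 0.73 in T1 (adjusted p = 0.0247) and by 1.50 in T2 (adjusted p = 0.0018). In T1, C1q changed by −0.61 (adjusted p = 0.0238) and macrophage by −0.78 (adjusted p = 0.0072). These T1 calls fail without the raised area (adjusted p = 0.0638, 0.0586 and 0.0572). Their changes stayed close to those with all spots, at 0.69, −0.61 and −0.675, so the area does not account for them. The 2 families down-regulated without the area are others. They are C-type at −1.04 (adjusted p = 0.0171), which had −0.47 (adjusted p = 0.0803) with all spots, and lysozyme at −0.67 (adjusted p = 0.0325). From the transcripts and proteins of Table 1, the paper concludes that the loss of symbionts came with a stimulation of the host's immune response.

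**Figure D4:**
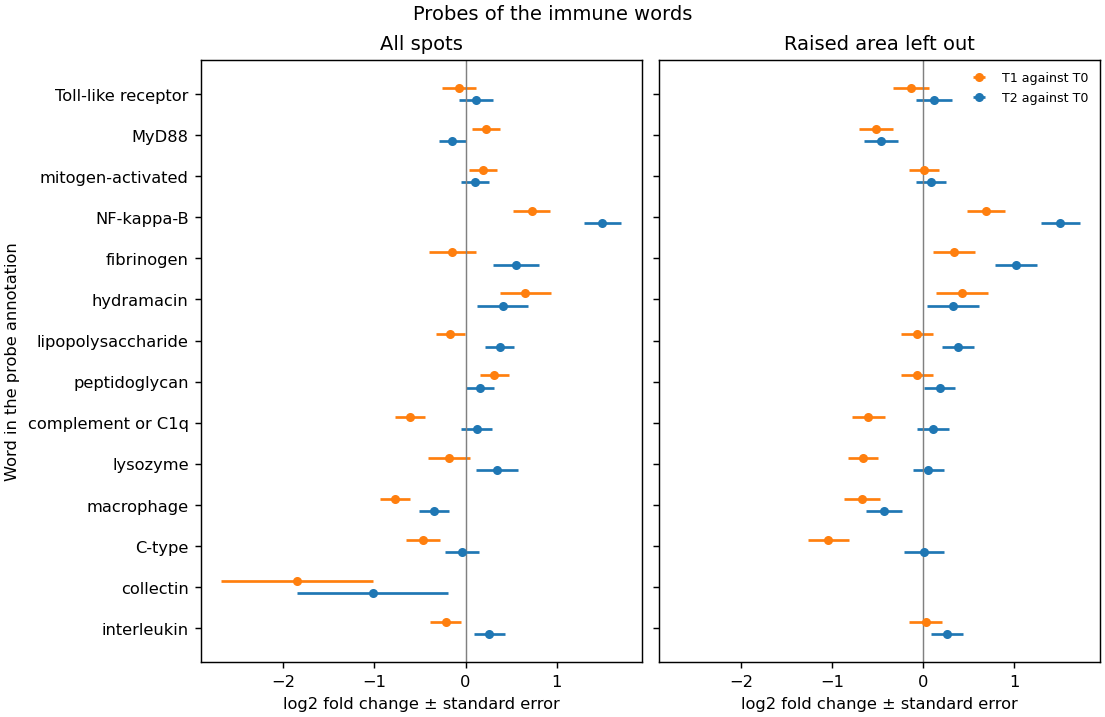
log2 fold change against T0 (horizontal axis; points, with bars of 1 standard error) of the 14 immune word families (vertical axis) in T1 and T2, with all spots at the left and the raised area left out at the right. With all spots 5 families are positive in T1 and 10 in T2, and collectin, whose only probe lies in the area, has no value at the right.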

Symbionts depletion led to the disruption of mussels’ immune system, evidenced at both transcriptome and proteome level, by a global immuno-stimulation. This increase in immune-related proteins is less pronounced in partially depleted individuals, where only three proteins – mainly involved in the activation of the NF-KB cascade (Mitogen-activated protein kinase 14, Myeloid differentiation primary response protein 88, Dual specificity mitogen-activated protein kinase kinase 1) – were found to be up-regulated while two proteins were down-regulated (PGRP 3, Complement c1q-like protein 4) (Table 1). 

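Peptidoglycan recognition proteins were represented by 26 tested probes. In T1 their mean was 10.80 ± 0.11 (log2, SD, n = 2) against 10.48 ± 0.11 (SD, n = 4) in T0, a log2 fold change of 0.32 (standard error 0.16, adjusted p = 0.145), with 5 probes up-regulated and 4 down-regulated. The raised area held 5 of the probes and 4 of the 5 up-regulated. 4 probes were not well above background in any T0 pool. Over the 21 probes outside the area the fold change was −0.07. The value moved most without T1 pool b, to −0.15, and adjusted p ranged from 0.0213 to 0.986 over the alternatives. Probes CUST_43_PI428257378, inside the area, and CUST_44_PI428257378, outside it, share 59 of 60 bases, and were singled out after their values were seen. Both are dim in T0 (5.91 and 5.88), and in T1 the values rose by 2.76 and 0.03, in T2 by 0.02 and 0.28.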

Surprisingly, in this same condition, the PeptidoGlycan Recognition Protein 3 (PGRP 3) which is a pattern recognition receptor (PRR), involved in the recognition of non-self, was found up-regulated at the transcript level. Other PRR such as the Toll-Like Receptors (TLR) 1 and 13 and the TNF ligand superfamily member 10 were also up-regulated at the transcript level in partially depleted organisms (Tables 1 and 2). 

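The 20 tested Toll-like receptor probes had a log2 fold change of −0.07 in T1 (standard error 0.19, adjusted p = 0.792), from 9.42 ± 0.11 (SD, n = 4) in T0 to 9.35 ± 0.26 (SD, n = 2). 2 probes were up-regulated, both in the raised area, and 4 down-regulated, and the value was −0.14 without the area. The sign turned with a dye term (0.12), with the Cy5 pools alone (0.11), with cyclic loess (0.02) and with the filter in all samples (0.03). The 7 probes of the TNF words gave 0.12 (standard error 0.18, adjusted p = 0.626), with 0 up-regulated and 1 down-regulated, and 0.28 outside the area. Their sign turned with the 75th percentile (−0.11), with the authors' processed signal (−0.01) and with no filter (−0.02).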

In aposymbiotic mussels, both transcript and protein of the PGRP3 were found down-regulated while several PRRs transcripts were found up-regulated (TLR-1, TLR-13, TLR 20a C-type lectins domain family 4, 6 and 7, IL-17). In this same condition, transcripts involved in immune signal transduction (Mitogen-activated protein kinase kinase kinase 4, Mitogen-activated protein kinase kinase kinase kinase 5, Myeloid differentiation primary response protein 88) were found up-regulated. In addition, in both conditions, only two immune-effectors (Lysozyme 3 and the antimicrobial peptide Hydramacyn) were found differentially expressed compared to symbiotic condition. 

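In T2 the mean of the peptidoglycan probes was 10.64 ± 0.05 (SD, n = 2), a log2 fold change of 0.16 (standard error 0.16, adjusted p = 0.501) and a median of −2.70e-03, with 6 probes up-regulated and 1 down-regulated. Toll-like receptor probes changed by 0.12 (standard error 0.19, adjusted p = 0.689), with 1 up-regulated and 0 down-regulated, and by −0.08 without T2 pool b. For the 25 C-type probes the change was −0.04 (standard error 0.18, adjusted p = 0.892) with a median of 0.09, and 1 probe was up-regulated and 1 down-regulated. It kept its sign in 12 of 23 alternatives and reached 0.55 with the 75th percentile and 0.05 with cyclic loess. T0 pool 2 lay apart from the other T0 pools in this family, at 9.26 against 9.57 to 9.62. The 4 interleukin probes gave 0.26 (standard error 0.17, adjusted p = 0.296), with 1 up-regulated and 0 down-regulated.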

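For the 15 mitogen-activated probes, the mean in T2 was 9.26 ± 0.03 (SD, n = 2) against 9.15 ± 0.08 (SD, n = 4) in T0, a log2 fold change of 0.11 (standard error 0.15, adjusted p = 0.648), with 1 probe up-regulated and 0 down-regulated. The 4 MyD88 probes changed by −0.14 (standard error 0.15, adjusted p = 0.532), with 1 up-regulated and 2 down-regulated, and 1 of them was not well above background in any T0 pool. Over the 2 MyD88 probes outside the raised area the change was −0.47, while scaling to the 75th percentile gave 0.45 and the authors' processed signal 0.22. Without T1 pool a the change was −0.56. The 75th percentile without the area, chosen after the data were seen, moved it most, to −0.84. Adjusted p for this family ranged from 0.0148 to 0.815.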

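Of the 11 lysozyme probes tested, 1 was up-regulated and 5 down-regulated in T1, with a log2 fold change of −0.18 (standard error 0.23, adjusted p = 0.570), and of −0.67 over the 7 outside the raised area (adjusted p = 0.0325). Hydramacin, with 4 probes, went from 9.59 ± 0.32 (SD, n = 4) in T0 to 10.24 ± 0.57 (SD, n = 2) in T1.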

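Lysozyme probes had a log2 fold change of 0.34 in T2 (standard error 0.23, adjusted p = 0.315), with 11.63 ± 0.13 (SD, n = 2) against 11.29 ± 0.35 (SD, n = 4) in T0, and 0 probes passed the threshold in either direction by limma. It was 0.06 outside the raised area and 0.01 there with cyclic loess, the alternative that moved it most. Hydramacin probes changed by 0.65 in T1 (standard error 0.28, adjusted p = 0.103), with 2 of 4 up-regulated, 1 of these in the raised area, and by 0.43 without it. Leaving out T1 pool a or pool b gave 1.07 and 0.26. In T2 they changed by 0.41 (standard error 0.28, adjusted p = 0.324), with 0 called by limma. The sign of the mean was positive in all 23 alternatives for both groups, but the probes differ. In T1 the BaHydra1 probes rose by 1.49 and 1.38, while the BaHydra2 probes changed by −0.11 and −0.14, each with the same sign in 4 other scalings.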

For the lysozyme 3, both transcript and protein were found up-regulated in aposymbiotic mussels while in the case of hydramacyn, a down-regulation at the transcript level was observed in both symbiont depleted and aposymbiotic organisms.

**Table 1:** Overview of proteins and transcripts differentially regulated between natural population and symbionts-depleted conditions and involved in immune related pathways

ID	T1		T2	
	*P*	T	*P*	T
TOLL/NF-KB cascade				
Mitogen-activated protein kinase 14	**+**	**/**	**+**	**/**
Mitogen-activated protein kinase kinase kinase 4	**/**	**/**	**/**	**+**
Mitogen-activated protein kinase kinase kinase kinase 5	**/**	**–**	**/**	**+**
Myeloid differentiation primary response protein 88	**+**	**+**	**/**	**+**
Dual specificity mitogen-activated protein kinase kinase 1	**+**	**/**	**/**	**/**
TLR 20 a	**/**	**/**	**/**	**+**
TLR 2	**/**	**–**	**/**	**/**
TLR 1	**/**	**+**	**/**	**+**
TLR 13	**/**	**+**	**/**	**+**
Toll-like receptor 6	**/**	**–**	**/**	**/**
Nuclear factor Nf-kappa-b p105 subunit isoform 2	**/**	**/**	**/**	**+**
Nf-kappa-b inhibitor-interacting protein	**/**	**–**	**/**	**+**
Others				
Fibrinogen c domain binding prot 1 like	**/**	**+**	**/**	**+**
Suppressor of cytokine signaling	**/**	**–**	**/**	**–**
Antimicrobial peptide hydramacin	**/**	**–**	**/**	**–**
Lipopolysaccharide-induced tnf-alpha factor	**/**	**+**	**/**	**+**
PGRP 3	**–**	**+**	**–**	**–**
Complement c1q-like protein 4	**–**	**+**	**/**	**+**
Complement c1q tumor necrosis factor-related protein 2	**/**	**+**	**/**	**+**
Complement c1q tumor necrosis factor-related protein 3-like	**/**	**+**	**+**	**+**
Complement c1q subcomponent subunit b	**/**	**+**	**/**	**+**
Complement c1q-like protein 3	**/**	**/**	**/**	**+**
C1q domain containing protein 1q2	**/**	**/**	**+**	**/**
Complement component 1 q subcomponent-binding mitochondrial-like	**/**	**/**	**–**	**/**
Lysozyme 3	**/**	**/**	**+**	**+**
Macrophage migration inhibitory factor	**/**	**/**	**–**	**+**
C-type lectin domain family 4 member k	**/**	**/**	**/**	**+**
C-type lectin domain family 6 member a	**/**	**/**	**+**	**+**
C-type lectin domain family 7 member a isoform 7	**/**	**+**	**/**	**+**
Collectin-12	**/**	**/**	**/**	**+**
Interleukin 17-like	**/**	**/**	**/**	**+**

P Proteins, T Transcripts, +: up-regulated compared to the natural population, −: Down-regulated, /: No significant differences

**Table 2:** Overview of proteins and transcripts differentially regulated between natural population and symbionts-depleted conditions and involved in programmed cell death

ID	T1		T2	
	*P*	T	*P*	T
Effector caspases				
Caspase 3 b	/	+	/	+
Caspase 3	/	+	+	+
Caspase-3 precursor	–	–	–	/
Initiator caspases				
Caspase partial	–	/	/	+
Caspase-10-like	/	/	/	+
Caspase 8	+	+	/	+
Initiator caspase	/	–	/	+
Caspases activators				
TNF alpha	/	+	+	+
TNF ligand superfamily member 10	/	+	/	+
TNF ligand superfamily member 11	/	–	/	–
Fas ligand	/	/	+	+
Fas associated factor 1	/	–	/	/
Fas-associated factor 2	/	+	/	+
Death domain-containing protein cradd	–	/	–	/
Death-associated protein 1-like	+	/	+	+
Programmed cell death protein 4	+	+	/	+
Programmed cell death protein 4-like	/	+	/	+
Programmed cell death protein 5	/	+	+	+
Programmed cell death 6 interacting protein	/	–	/	–
Translationally-controlled tumor	–	/	/	/
Apoptosis inhibitors				
Inhibitor of apoptosis protein	/	+	/	+
Apoptosis 1 inhibitor	/	–	/	–

P Proteins, T Transcripts, +: up-regulated compared to the natural population, −: Down-regulated, /: No significant differences

### Activation of programmed cell death mechanism in symbiont-depleted mussels in comparison to symbiotic mussels

Similarly to the activation of immune process, activation of programmed cell death seemed to occur mainly in aposymbiotic mussels (less clearly in partially depleted mussels). This activation was first evidenced by the up-regulation at both protein and transcript level of several activators of apoptosis such as cell death proteins (e.g. Death-associated protein 1-like, Programmed cell death protein 4 and 5) but also ligand and proteins associated with TNF receptors (TNF alpha, Fas ligand, Fas associated factor 2, TNF ligand superfamily member 10) (Table 2). In addition, the up-regulation of the initiator caspases transcripts (e.g. Caspase 8, Caspase 10-like, Initiator caspase) transcript and the executioner Caspase 3 (at both transcript and protein level) in aposymbiotic mussels evidenced an overall initiation of cellular component degradation. 

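All 8 cell death families could be tested. Their mean log2 fold change was 0.20 in T1 (median 0.24, 7 positive) and 0.0043 in T2 (median 0.13, 6 positive). In each group 1 family was up-regulated and 1 down-regulated, over all tested as well as adjusted over the list alone, and this list too was chosen by the study on these samples. By camera the adjusted p was 0.479 in T1 and 0.771 in T2, and by fry 0.0523 and 0.349. The list differed by −0.20 between T2 and T1 (camera, adjusted p = 0.402). Without the raised area the means were 0.31 and 0.09, with 1 family up-regulated and 0 down-regulated in T1, and the adjusted p by fry was 0.034 and 0.196. The alternative that moved both most took the brightest probe of each family, with 0.40 in T1 and 0.49 in T2. The sign of the T2 mean held in 16 of 24 alternatives, that of T1 in all 24. The T1 mean was lowest with no filter, at 0.05, and was 0.09 without T1 pool a. From Table 2, the paper proposes that cell death was activated mainly in aposymbiotic mussels.

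**Figure D5:**
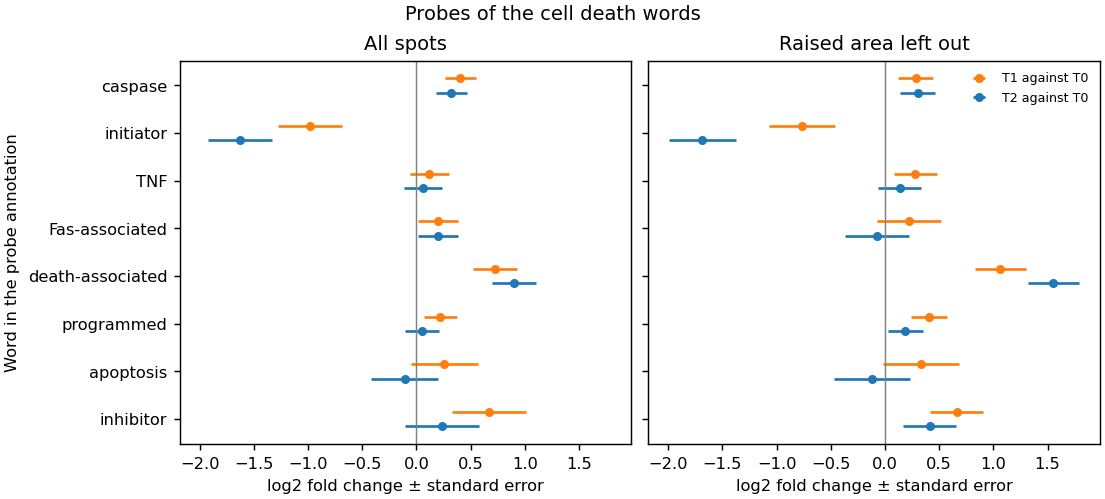
log2 fold change against T0 (horizontal axis; points, with bars of 1 standard error) of the cell death word families (vertical axis) in T1 and T2, with all spots at the left and the raised area left out at the right. Death-associated probes are highest in T2 (0.90 with all spots), and the initiator probe lowest (−1.62).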

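The 3 death-associated probes rose in T2 from 11.42 ± 0.27 (SD, n = 4) to 12.32 ± 0.05 (SD, n = 2), a log2 fold change of 0.90 (standard error 0.21, adjusted p = 0.0166), with 2 up-regulated. It was 1.55 over the 2 probes outside the raised area, and adjusted p ranged from 0.0022 to 0.229 over the alternatives, all of them positive. In T1 the change was 0.72 (adjusted p = 0.0268) and 1.06 without the area. The 11 programmed cell death probes changed by 0.05 in T2 (standard error 0.15, adjusted p = 0.843), with a median of −0.16, 2 up-regulated and 0 down-regulated, and by −0.02 with a dye term. TNF probes changed by 0.06 (standard error 0.18, adjusted p = 0.835), with 1 up-regulated, and by −0.04 with the processed signal. The Fas-associated probes, 2 in all, changed by 0.20 (standard error 0.19, adjusted p = 0.469), and the 1 outside the area by −0.07.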

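Of the 16 caspase probes tested, 5 were up-regulated and 0 down-regulated in T2, with 8.95 ± 0.08 (SD, n = 2) against 8.63 ± 0.02 (SD, n = 4), a log2 fold change of 0.32 (standard error 0.14, adjusted p = 0.140) and of 0.30 without the raised area. The 5 caspase-8 probes among them, 3 up-regulated, changed by 0.68. The only caspase-10 probe did not pass the background filter. The probe annotated as initiator changed by −1.62 (standard error 0.30, adjusted p = 0.0067), from 9.23 ± 0.49 (SD, n = 4) to 7.61 ± 0.20 (SD, n = 2), and stayed between −2.22 and −1.21 over the alternatives, with adjusted p from 0.0018 to 0.0751.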

In partially depleted mussels, apoptotic response is more contrasted. For instance, at the protein level, initiator caspases were found concurrently up and down-regulated (Caspase 8 and Caspase partial, respectively) and a similar contrast was observed for caspases activators (Death-associated protein 1-like, Programmed cell death protein 4 up-regulated and Death domain-containing protein Cradd, Translationally-controlled tumor isoform 1 down-regulated). Similarly, at the transcriptome level, we observed simultaneously the up-regulation of the executioner Caspase 3 and 3b, the down-regulation of Caspase-3 precursor, all involved in the degradation of cellular components.

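In T1, 6 of the caspase probes were up-regulated and 2 down-regulated, with a log2 fold change of 0.40 (standard error 0.14, adjusted p = 0.0595). 4 of the 16 lay in the raised area, with 2 of those up-regulated and 1 of those down-regulated, and over the other 12 the change was 0.28 (adjusted p = 0.279). The value ranged from 0.11 (the Cy5 pools alone) to 0.74 (75th percentile) over the alternatives (adjusted p from 0.0215 to 0.846), and was 0.11 without T1 pool a. The caspase-8 probes changed by 0.43 and the initiator probe by −0.98 (standard error 0.30, adjusted p = 0.0338), or −0.76 without the area (adjusted p = 0.135).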

### Disruption of carbon metabolic process in partially depleted and aposymbiotic mussels

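Of the 17 carbon metabolism families of Table 3, 15 could be tested. In T1 the mean log2 fold change was 0.04 and the median −0.18, of opposite sign, with 6 families positive, 4 up-regulated and 3 down-regulated (adjusted over the list alone, 4 and 4). In T2 the mean was −0.30 and the median −0.25, with 4 positive, 1 up-regulated and 2 down-regulated (adjusted over the list alone, 1 and 2). As before, the study's choice of the list on these samples keeps the counts adjusted over the list alone from being independent evidence. By camera the adjusted p was 0.876 in T1 and 0.479 in T2, and by fry 0.042 in both. Between T2 and T1 the list differed by −0.34 (camera, adjusted p = 0.0751). Without the raised area, 14 families had a mean of −0.21 in T1 and −0.46 in T2, each with 1 up-regulated, and 1 and 2 down-regulated, and the adjusted p by fry was 0.440 and 0.034, so that the T1 call fails there. Leaving the area out after normalization moved the T1 mean most, to −0.33, and requiring the background filter in all samples moved the T2 mean most, to 0.17. Families called in T1 and singled out after their values were seen include ATP-citrate, up by 2.27 (adjusted p = 1.05e-05) on a single probe in the raised area, and mannose-6-phosphate, up by 0.59 with all spots (adjusted p = 0.0252) and changed by −0.05 without the area. From the transcripts and proteins of Table 3, the paper concludes that carbon metabolism was disrupted.

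**Figure D6:**
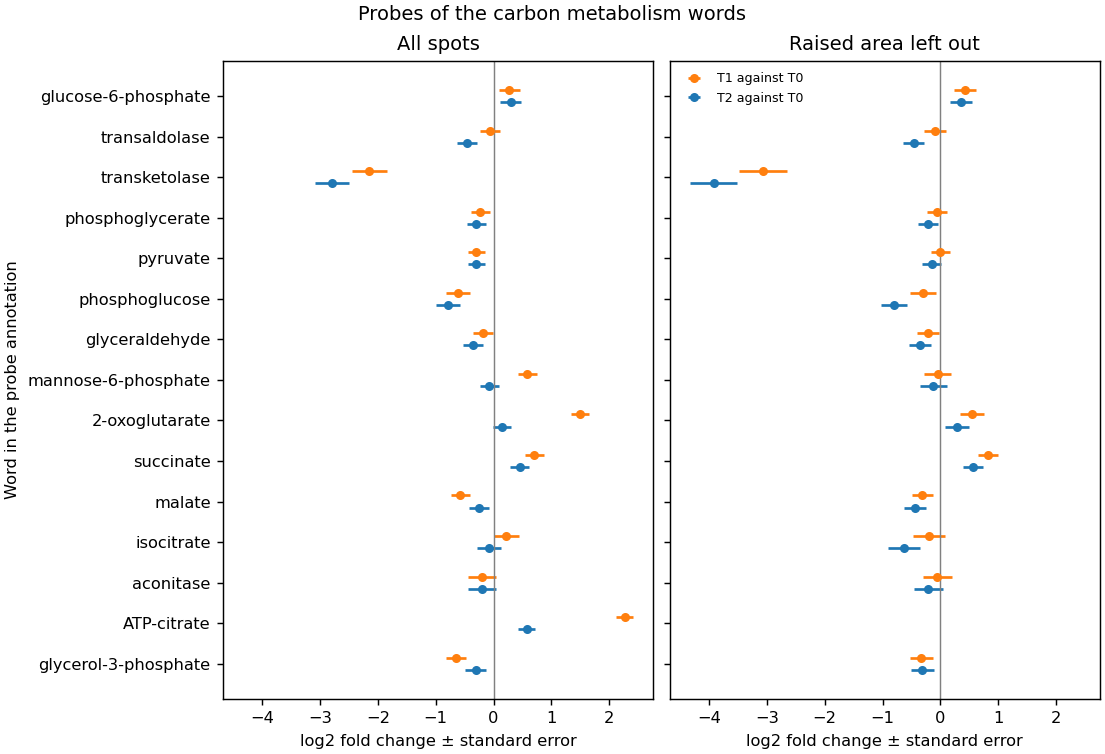
log2 fold change against T0 (horizontal axis; points, with bars of 1 standard error) of the carbon metabolism word families (vertical axis) in T1 and T2, with all spots at the left and the raised area left out at the right. Transketolase is lowest in both groups (−2.15 and −2.79 with all spots), and 2-oxoglutarate in T1 moves from 1.50 to 0.55.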

Animals that experienced a partial or almost complete depletion of symbionts showed a disruption of carbon metabolism, and this at both protein and transcripts levels. First, the formation of pyruvate via the glycolysis metabolic pathway was found to be affected by symbionts depletion. After partial symbiont-depletion, 3 key enzymes involved in the sixth, seventh and final step of glycolysis were found down-regulated at the protein level (Glyceraldehyde 3-Phosphate dehydrogenase, Phosphoglycerate kinase and Pyruvate kinase) (Table 3). Quite oppositely, the Mannose-6-phosphate isomerase (catalyzing the isomerization of mannose-6-phosphate to fructose-6-phosphate) was found up-regulated at the protein level. 

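Glyceraldehyde-3-phosphate probes, 6 in all and none in the raised area, changed in T1 from 12.57 ± 0.20 (SD, n = 4) to 12.38 ± 0.01 (SD, n = 2), a log2 fold change of −0.18 (standard error 0.18, adjusted p = 0.455) with a median of 0.04 and 0 up-regulated and 1 down-regulated. The change was negative in all 23 alternatives. The 8 pyruvate probes changed by −0.30 (standard error 0.15, adjusted p = 0.152), with 1 up-regulated and 1 down-regulated. Their word does not tell pyruvate dehydrogenase, kinase and carboxylase apart. Over the 6 outside the area the change was 3.64e-04, and it was 0.21 where probes had to pass the background filter in all samples.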

At the transcript level, and contrary to what has been observed at the proteome level, both G3P dehydrogenase and Pyruvate dehydrogenase (catalyzing the transformation of pyruvate into Acetyl-CoA) were found up-regulated. Pyruvate dehydrogenase was also found down-regulated at the transcriptome level in aposymbiotic mussels, along with enzymes catalyzing the first (Hexokinase 2) and sixth (G3P dehydrogenase) steps of the glycolysis metabolic pathway. 

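The pyruvate probes changed by −0.30 in T2 (standard error 0.15, adjusted p = 0.182), with 1 up-regulated and 4 down-regulated, 2 of the latter in the raised area, and by −0.15 without it. The filter in all samples turned the sign, to 0.23. Glyceraldehyde-3-phosphate probes changed by −0.36 (standard error 0.18, adjusted p = 0.185), to 12.21 ± 0.15 (SD, n = 2), with 0 up-regulated and 1 down-regulated. None of the 3 hexokinase probes passed the background filter.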

Results at the proteome level are more contrasted: we observed both the down-regulation of the enzyme catalyzing the final step of glycolysis and the up-regulation of enzymes catalyzing the sixth and eighth steps (G3P dehydrogenase and Phosphoglucose isomerase).

**Table 3:** Overview of proteins and transcripts differentially regulated between natural population and symbionts-depleted conditions and involved in main carbon metabolism pathways

ID	EC number	T1		T2	
		*P*	T	*P*	T
Pentose phosphate pathway					
Glucose-6- Phosphate dehydrogenase	1.1.1.49	–	**/**	–	/
Transaldolase	2.2.1.2	–	**/**	–	/
Transkelotase like protein 2	2.2.1.1	–	**/**	/	/
Deoxyribose Phosphate aldolase	4.1.2.4	+	**/**	+	/
Glycolysis					
Phosphoglycerate kinase	2.7.2.3	–	**–**	/	/
Pyruvate kinase	2.7.1.40	–	**/**	–	/
Phosphoglucose isomerase	5.3.1.9	/	**/**	+	/
Glyceraldehyde-3-Phosphate dehydrogenase	1.2.1.13	–	**+**	+	–
Mannose-6-phosphate isomerase	5.3.1.8	+	**/**	/	/
Pyruvate dehydrogenase	2.3.1.12	/	**+**	+	–
Hexokinase type 2	2.7.1.1	/	**/**	/	–
TCA Cycle					
2-oxoglutarate dehydrogenase	2.3.1.61	–	**–**	/	/
2-oxoglutarate/malate carrier protein	/	–	**/**	–	/
Succinate dehydrogenase	1.3.5.1	–	**–**	–	/
Malate dehydrogenase	1.1.1.37	/	**–**	–	–
Isocitrate dehydrogenase	1.1.1.42	–	**–**	–	**–**
Aconitate hydratase	4.2.1.3	/	**–**	–	**/**
ATP citrate synthase	2.3.3.8	/	**/**	**+**	**/**
Others					
Glycerol-3- phosphate dehydrogenase	1.1.1.8	–	**–**	**–**	**–**
Pyruvate carboxylase	6.4.1.1	/	**–**	**/**	**–**

P Proteins, T Transcripts, +: up-regulated compared to the natural population, −: Down-regulated, /: No significant differences

Although Glycolysis and Pentose phosphate pathways may occur concurrently in cells, using the G6P, we observed no alterations of the pentose phosphate pathway at the transcript level in symbiont-depleted organisms (Table 3). In contrast, at the protein level, a global down-regulation of several enzymes was observed in all the symbiont-depleted conditions. These proteins were involved in the production of the 6-phosphogluconolactone, the fructose 6-phosphate and erythrose 4-phosphate or in the production of ribulose-5-phosphate (Ru5P). 

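The 4 glucose-6-phosphate probes had log2 fold changes of 0.27 in T1 (standard error 0.18, adjusted p = 0.266) and 0.30 in T2, but medians of −0.81 and −0.89, with 1 up-regulated and 3 down-regulated in each. With the authors' processed signal these changes turned to −0.42 and −0.41, and in T1 to −0.20 with the 75th percentile. The 3 transaldolase probes changed by −0.06 in T1 and −0.46 in T2 (standard error 0.18, adjusted p = 0.0967), with 0 called by limma, and the first turned to 0.01 with the processed signal. The 3 transketolase probes changed from 10.69 ± 0.52 (SD, n = 4) in T0 to 8.55 ± 0.03 (SD, n = 2) in T1 and 7.90 ± 0.13 (SD, n = 2) in T2, by −2.15 (standard error 0.30, adjusted p = 7.39e-04) and −2.79 (standard error 0.30, adjusted p = 6.71e-04), and by −3.07 and −3.92 over the 2 outside the raised area.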

Despite the global down-regulation observed at the protein level, it is worth noting that the deoxyribose-phosphate aldolase – involved in the transformation between the 2-deoxy-D-ribose 5-phosphate and the D-glyceraldehyde 3-phosphate – was found up-regulated in all symbiont-depleted conditions.

Finally, key enzymes of the Citric acid cycle (TCA cycle) were also found differentially regulated after symbiont depletion (Table 3). In T1, after a partial symbiont loss, the 2-oxoglutarate dehydrogenase (involved in the transformation of 2-oxoglutarate into succinyl-CoA) and the Succinate dehydrogenase (catalyzing the oxidation of succinate to fumarate) were found down-regulated at both protein and transcript level. 

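The 2-oxoglutarate family had 2 tested probes, of which 1 lay in the raised area. Its log2 fold change in T1 was 1.50 (standard error 0.16, adjusted p = 1.18e-04), from 8.00 ± 0.12 (SD, n = 4) to 9.50 ± 0.04 (SD, n = 2), and 0.55 for the probe outside the area (adjusted p = 0.114). Scaling to the 75th percentile moved it most, to 3.35, with adjusted p between 7.75e-06 and 0.331 over the alternatives, and it was 0.54 without T1 pool b. The 14 succinate probes rose by 0.71 (standard error 0.16, adjusted p = 0.0112), with 10 up-regulated and 1 down-regulated. 7 of them lay in the area, and the other 7 rose by 0.82 (adjusted p = 0.0165). The change was positive in all 23 alternatives, with adjusted p from 0.0078 to 0.294.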

At the transcriptomic level, the Isocitrate dehydrogenase and Aconitase hydratase, two enzymes involved in the first reactions of the TCA cycle and in the production of α-ketoglutarate, were found down-regulated along with the Malate dehydrogenase that catalyzes the oxidation of malate to oxaloacetate. 

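In T1 the 4 isocitrate probes changed by 0.22 (standard error 0.21, adjusted p = 0.441) with a median of −0.11, and 1 of the 2 in the raised area was up-regulated. Over the 2 outside it the change was −0.20. The single aconitase probe changed by −0.19 (standard error 0.24, adjusted p = 0.559). The 5 malate probes changed by −0.57 (standard error 0.17, adjusted p = 0.0308), from 8.62 ± 0.18 (SD, n = 4) to 8.05 ± 0.02 (SD, n = 2), with 0 up-regulated and 2 down-regulated. 3 of them lay in the area, and the other two changed by −0.32 (adjusted p = 0.288).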

Interestingly, these three enzymes were also found down-regulated in aposymbiotic mussels, at the protein level – along with the succinate dehydrogenase – while only the Malate dehydrogenase and Isocitrate dehydrogenase were down-regulated at the transcript level.

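In T2 the malate probes changed by −0.25 (standard error 0.17, adjusted p = 0.317), with 0 up-regulated and 1 down-regulated, and by −0.44 outside the raised area. The isocitrate probes changed by −0.08 (standard error 0.21, adjusted p = 0.814), with 1 up-regulated and 1 down-regulated, and by −0.62 outside the area. Both signs turned where probes had to pass the background filter in all samples, to 0.07 for malate and 0.42 for isocitrate, the latter also with cyclic loess (0.07) and without T0 pool 4 (0.02). The 75th percentile without the area, chosen after the data were seen, moved both most, to −0.81 for malate and −0.89 for isocitrate. Adjusted p ranged over the alternatives from 0.0368 to 0.844 for malate and from 0.0854 to 0.998 for isocitrate.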

### Degree of congruency between LC-MS/MS and microarray

Irrespective of the pathway, a low degree of congruency was observed between protein concentration and mRNA level (from 3 to 27%) (Table 4). In the case of immune process and programmed cell death, very few of the differentially concentrated protein were found associated with DEG (respectively 1 and 3 association) for T1 whereas for T2 congruency between protein concentration and gene expression was higher (respectively 4 and 5 associations). For metabolic processes, an opposite response was observed with a higher percentage of congruency in T1 than in T2. Despite these observed differences, no significant differences were observed between T1 and T2 irrespective of the pathways.

**Table 4:** Congruency analyses between protein concentration and mRNA level

	Treatment	Congruency (%)	Fishers’ exact test
Immunity	T1	3	*p* > 0.05
	T2	13	
Apoptosis	T1	14	*p* > 0.05
	T2	27	
Metabolism	T1	25	*p* > 0.05
	T2	15	
Total	T1	10	*p* > 0.05
	T2	15	

## Discussion

The symbiosis between the deep-sea mussel *B. azoricus* and its endosymbionts provides an interesting case study to deepen our knowledge on the molecular mechanisms at work in symbiotic interactions. In the present study, the in situ depletion of symbionts led to a global dysregulation – at both transcript and protein levels – of host machinery, impacting crucial process such as translation, cell cycle and division or transport. Furthermore, the activation of both immune system and programmed cell death processes in symbiont-depleted mussels suggest a fundamental role of these processes in adaptation to symbiotic lifestyle. In addition, the important modulation of enzymes involved in carbon metabolism suggests a putative nutritional dependency of *B. azoricus* on its symbionts, in spite of its ability to rely on particulate organic matter by filter-feeding.

Although traditionally thought to be solely involved in defense against pathogens, host immune system has been shown to be one of the key features allowing the establishment of fine-tuned associations between host and symbionts in metazoans/microbes mutualistic association [13, 14]. *B. azoricus*’ symbiotic tissue display an extensive and complex immune collection [37, 38] which was, in the first place, perceived as a tool to maintain symbionts under control inside the gills [37, 39]. However, our results may evidence an opposite mode of action: the increased expression of immune-related genes in both symbiont-depleted conditions, even more pronounced in aposymbiotic mussels, may rather evidence an activation of host immune system in the absence of symbionts. In partially depleted mussels, the activation at the transcriptome level of several Toll like receptors (TLRs 1, 3) and proteins involved in the transduction of TLRs signal could indicate a response to microorganism invasion. Indeed, Toll-like receptors are a family of PRRs involved in the recognition of pathogenic microorganisms, and may trigger the activation of an adjusted defense response via the activation of a cascade of proteins until production of immune executioners [40]. Interestingly, the number of up-regulated PRRs such as TLRs, C-types Lectin or Collectin increased with symbiont-depletion. From these results, two main hypotheses could be formulated. Owing to the key role of PRRs in the establishment of defense mechanisms, we can hypothesize that when symbionts are no longer essential for host nutritional input – due for instance to the limited availability of the reduced compounds – they may no longer be welcome and will rather be perceived as pathogens by the host, hence inducing the activation of host defense system. Alternatively, considering the important role of thiotrophic symbionts in host defense against pathogens [41] the loss of endosymbionts may force the host to take over and trigger its own defense system. The up-regulation of most of the PRRs at transcripts level only, supports this second hypothesis: mussels may have lined up storage of immune transcripts to respond adequately to a putative pathogen invasion. In contrast, the global down-regulation of another immune receptor (PGRP 3), seems to ascertain its role as a symbiont recruiter [36].

Concurrently to the activation of host immune system, activation of programmed cell death occurred mainly in aposymbiotic mussels (less clearly in partially depleted mussels). Apoptosis or programmed cell death-I is responsible for the maintenance of organisms’ homeostasis via the elimination of infected or unnecessary cells, or simply via their constant renewal [42]. In our study, the activation of the extrinsic apoptotic pathways evidenced in aposymbiotic mussels, by the up-regulation of both death receptor ligands (TNF α and Fas ligand) and the executioner Caspase 3, may suggest an elimination of gill cells that do no longer contain alive or effective symbionts. However, these results may also suggest that in symbiotic mussels, symbionts may manipulate and block host cells’ apoptosis to increase their life span within gill cells or to spread in other cells as observed in parasitic associations [42].

Metabolically, the in situ depletion of symbionts in *B. azoricus* gills induced, after 7 days, a down-regulation of several enzymes involved in the energy yielded phases of the glycolytic pathway. The glycolytic pathway allows the oxidation of glucose into pyruvate which can be transported to the mitochondria and converted into acetyl-CoA that will in turn feed the TCA cycle and lead to the production of cofactors and ATP to fuel oxidative phosphorylation [43, 44]. The observed decrease in expression of glycolytic enzymes may thus have led to a lower production of Acetyl-CoA, which may explain the observed down-regulation of TCA cycle enzymes. These results, combined with the down-regulation of enzymes from the pentose phosphate pathway, suggest an overall metabolic depression during the first days of symbiont-depletion, which may be mainly due to a drastic diminution of nutrient intakes. In aposymbiotic mussels, the up-regulation of enzymes of the glycolytic pathways could suggest a renewal of nutrient input via symbionts’ digestion. In this case, the glucose entering the cell could be used in both glycolysis and sorbitol pathways, bypassing both the TCA cycle and the pentose phosphate pathway, to finally feed the lipogenesis and provide energy reserves when food is limiting [45]. However, none of the enzymes specifically involved in the sorbitol or lipogenesis pathway was found differentially regulated in depleted mussels. An alternative hypothesis could be brought by a recent proteo-genomic study on *B. azoricus*’ symbionts which showed that thiotrophic symbionts may not be able to produce several TCA cycle enzymes [34]. The authors suggest that the missing enzymes (Malate dehydrogenase, Succinate dehydrogenase) may be provided by the host. Interestingly, these two enzymes were herein down-regulated either in partially or fully depleted mussels suggesting that the global down-regulation of TCA cycle enzymes may reflect the depletion of symbionts without necessarily indicating a metabolic shift. Nevertheless, one of the main assumptions is that partially depleted mussels were relying solely on nutrient-provisioning endosymbionts whereas aposymbiotic mussels mainly relied on the digestion of symbionts [28, 35]. Although the switch to a filter-feeding mode cannot be excluded, the up-regulation in the gills of Lysozyme 3, involved in the degradation of bacterial cell wall, strengthen the hypothesis of symbiont digestion in aposymbiotic mussels.

Finally, among the 73 genes and proteins studied, only 8 and 11 (in symbiont-depleted and aposymbitic mussels respectively) differentially concentrated proteins were associated with DEG (10 and 15% respectively). Low correlation or congruency between protein concentration and gene expression has already been documented in yeast [46], plants [47], and mammals [48], but also in the symbiotic associations between the corals *Pocillopora acuta* or *Seriatopora hystrix* and their *Symbiodinium* [49, 50]*.* Such differences between mRNA levels and protein concentration can be explained biologically by distinct turnover of proteins and transcripts and/or the numerous posttranslational modifications in proteins. Furthermore, the divergence between protein concentration and mRNA level may also be due to the lower sensitivity of the proteomic analysis.

## Conclusion

Overall, our results confirm a significant reliance of *B. azoricus* on its symbionts, which could be perceived as an adaptive feature to symbiotic lifestyle. Our results uphold the nutritional inter-dependency already observed ex situ but also suggest that symbiotic bacteria may be involved in the inhibition and regulation of immune and apoptotic systems. As such, symbiotic bacteria may increase their lifespan in gill cells while managing the defense of the holobiont against putative pathogens*.* However, our data do not allow us to disentangle between this hypothesis and a simpler explanation in which the drastic diminution of symbiont population compelled *B. azoricus* to produce its own defense, and to wipe bacteriocytes out. Further in situ studies will be needed to scrutinize these possible mechanisms. As for now, our in situ study provides a solid proteo-transcriptomics basis of the response of the deep-sea mussel *B. azoricus* to symbiont variations.

## Methods

### Animal collection: Field sampling and in situ experiments

Sampling and in situ experiments were conducted at one hydrothermal vent site (Lucky Strike Montsegur, 37°17’ N, 32°17’ W 1700 m depth), located on the Mid Atlantic Ridge, during the BioBaz [51] and MoMARSAT [52] cruises in July and August 2013. Physico-chemical parameters of this vent site have been extensively studied and well characterized [53, 54]. At the beginning, about 30 specimens of the deep-sea mussel *Bathymodiolus azoricus* were collected within a mussel bed in the vicinity of the hydrothermal fluid (chimneys) using the Remote Operating Vehicle (ROV), Victor 6000, remotely controlled from the Research Vessel “Pourquoi pas?”. These individuals - further referred to as “natural population”, corresponding to the first time (T0) of the in situ experiment – were then dissected to sample their gills, which were frozen in nitrogen, and stored at − 80 °C until further analyses. Subsequently, an in situ depletion of symbionts has been performed through a translocation of 30–40 individuals, divided in two wire steel cages, a dozen meters away from the hydrothermal fluid, capitalizing on a natural gradient in concentration of reduced compounds (H_2_S, CH_4_) between the mussel bed and the translocated site. The recovery of these cages was performed after 7 and 27 days (respectively T1 and T2) after the start of the translocation. Immediately after collection, gills were dissected, frozen in liquid nitrogen and stored at − 80 °C until further analysis. The relative quantification of thiotrophic symbionts (SOX) hosted in *B. azoricus’* gills – measured by qPCR – indicated reductions of 50 and 90% of symbiotic content at T1 and T2 respectively [35]. In the case of methanotrophic bacteria (MOX), an almost null abundance was measured in individuals from natural population and MOX were no longer detectable by qPCR (below detection range) after in situ experiments. Individual from the natural population (T0) will be referred hereafter as symbiotic mussels, while individuals with a reduction of 50% (T1) will be referred as partially-depleted mussels and individuals with a 90% reduction (T2) will be referred as aposymbiotic mussels. It is noteworthy that no deterioration of body condition or gill structures was observed in sampled individuals.

## Proteomic approach

### Proteins extraction and separation

Gill tissues were ground in a precooled mortar in the presence of liquid nitrogen and protein extraction was performed using the TCA/acetone method according to Mechin et al. (2007) [55]. For each condition, a pool of proteins from 6 individuals (75 μg of total protein) [56], was separated on gels (a 12% acrylamide/bisacrylamide gel (Laemmli, 1970)) using a BioRad Mini-PROTEAN® system at a constant intensity of 40 mA for about 1 h. Proteins were then visualized with Brillant Blue G-Colloidal (Sigma, Saint-Louis, Missouri) according to manufacturer’s instructions. After coloration, each track of the gel was cut in fifteen bands.

### Tryptic digestion

In-gel tryptic digestion method was used on the purified samples as described by Shevchenko (2006) [57]. Briefly, after reduction–alkylation (5 mM dithiothreitol in 50 mM NH_4_HCO_3_, 30 min at 56 °C; 25 mM iodoacetamide in 50 mM NH_4_HCO_3_, 20 min in dark at room temperature), proteins in gel pieces were digested by incubation with 12.5 ng.μL^− 1^ Trypsin (modified sequencing grade, Roche) in sodium carbonate, overnight at 37 °C with gentle shaking. The reaction was stopped with one reaction volume (50 μL) 5% formic acid. Subsamples were sonicated for 10 min in an ultrasonic bath at room temperature and desalted using C18 packed column (C18 ZipTip®, Millipore, Billerica, MA, USA) prior to nano LC-MS/MS analyses.

### MS/MS analyses

For each analysis, 8 μL of the peptide solution was loaded on a precolumn (C18 Acclaim PepMap 100 Å, 1 mm id, 500 mm length, Dionex) and eluted on a capillary reversed phase column (nano C18 Acclaim PepMap100 Å, 75 μm i.d., 50 cm length, Dionex), at a constant flow rate of 220 nL/min, with a gradient 2 to 50% buffer B during 170 min followed by 50 to 60% during 10 min (buffer A: water/ACN/FA 98:2:0.1 (*v*/v/v); buffer B: water/ACN/FA 10:90:0.1 (v/v/v)). The MS analysis was performed on a FT ICR mass spectrometer (LTQ-FT Ultra, ThermoFisher Scientific, San Jose, CA) with the top 7 acquisition method: MS resolution 60,000, mass range m/z 500–2000, followed by 7 MS/MS (LTQ) on the 7 most intense peaks, with a dynamic exclusion of 90 s. The raw data were processed using Proteome Discover v.1.4 (ThermoFisher Scientific) and Mascot v.2.5 (Matrix Science). Each sub-sample was analysed in triplicate. The database search was done on merged data using Mascot search engine on all taxa using SwissProt database (version 2014_06, 53,6489 sequences) and *B*. *azoricus* libraries [58]. The following parameters were used: up to 2 miss-cleavages; MS tolerance 10 ppm; MS/MS tolerance 500 mma; full tryptic peptides; partial modifications carbamidomethylation (C), oxidation (M). Validation on DAT files (from Mascot results) was performed on proteins using MyproMS software [59]. Proteins were selected when at least two peptides with a minimum score of 25 were identified. The relative quantification of the proteins was done using Maxquant software version 1.5.2.8 according to Cox et al. (2014) [60]. Briefly, peptide lists were searched against the Uniprot/SwissProt database (version 2014_06) using the Andromeda search engine [61] with the same parameters used previously in Mascot: two missed-cleavages were allowed, protease configuration set as C-terminal to arginine and lysine, carbamidomethylation (C) as a fixed modification and oxidation as a variable modification with a cut-off FDR of 0.01. Bioinformatics analyses to compare proteins expression between symbiotic and symbiont-depleted condition were performed using the Perseus software of the Maxquant platform [62]. Technical replicate of protein expression values were averaged and log2-transformed. To visualize expressional differences, a hierarchical clustering of expression values was conducted according to Pearson distance (http://heatmapper.ca).

## Transcriptomic approach

### Array construction

A custom heterologous 8X105K 60-mer oligonucleotide array has been produced using the Agilente Array application (https://earray.chem.agilent.com/earray/) including 61,300 unique cDNA expressed sequence tag (EST) and 27,062 annotated probes corresponding to around 13,000 unique genes. All sequences used have been obtained from previous sequencing of *B. azoricus* transcriptome (see [37]; Read Archive under the accession n° SRA024338 and additional RNAseq sequencing (Sequence Read Archive (DRA, http://trace.ddbj.nig.ac.jp/dra/) with accession number DRA 004082). Probes were synthetized with positive and negative control using 8X60K-feature Agilent slide format. Probe sequences are available at the gene expression omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE124699.

### Array hydridization

Total RNA was extracted from individual gills of *B. azoricus* from the natural population and from each in situ experiment condition using TRIzol reagent (Sigma-Aldrich, USA). Following extraction, RNA concentration purity and integrity were checked. Two pools containing 40 ng of total RNA extracted samples from T1 and T2 conditions (5 samples per pool, 2 pools per condition) and four pools (6 individuals per pool) for T0 were prepared. Labeled Cy3 or Cy5 probes were synthetized from 200 ng of total RNA using Agilent’s Low Input Quick Amp labelling Kit following manufacturer’s protocol. Labelled probes were then purified using Kit Illustra Cy Scribe GFx purification (GE HealthCare) and both quantity and quality were determined using NanoDropND-1000 spectrophotometer (Nanodrop Technologies, Delaware, USA). For microarray hybridization 800 ng of probes were firstly fragmented (60 °C/30 min) using fragmentation buffer (Agilent Technologies, USA) and then added to 25 μL of 2X hybridization buffer (Agilent Technologies, USA). Arrays were hybridized in chambers (Appligen, USA) (65 °C/17 h). Following hybridization, arrays were washed twice with buffer-1 containing (500 µL Agilent Technologies, IncWilnington, USA and 250 µL Triton 10X, 1 min), once with buffer-2 containing (250 µL Agilent Technologies, IncWilnington, USA and 250 µL Triton 10X, 1 min) at 37 °C and finally once with acetonitrile (200 mL, 10 s). Hybridized microarrays were scanned with an Agilent scanner using the Feature Extraction Software (version 9.5.3.1, Agilent Technologies, Inc). This process was repeated for all the hybridized slides with a 5-μm resolution mode. Data from each probe was then extracted and analysed.

### Statistical analyses on microarray data

The microarray data were analysed as described earlier [25] using both the statistical language R Studio (http://www.rstudio.com) and BioConductor [63]. Limma library [64] was used for the analysis and comprehension of high-throughput data and the linear model for microarray data. The background correction of the probe intensity was carried out using the normexp method. Technical artefacts were removed using quantile normalization while intra- and inter-slide loess normalizations were applied to remove intensity dependent trends. Only probes showing signal intensity three times superior to the background signal – and this, in more than 20% of the samples – were kept for the analysis. Intensities’ data were then log2-transformed and replicated values of each gene were averaged. The expression ratio of each gene was then calculated by dividing the log_2_ signal intensity of the gene for one given sample by the average log_2_signal intensity of the gene from all samples in order to standardize gene expression to a mean of zero. Hierarchical clustering was performed using TmeV [65] (http://www.tm4.org/) with the Euclidian distance and the complete linkage clustering parameters. KMC support parameters were used to identify clusters of genes that behave similarly in all samples. Prior identification, the optimal number of clusters was determined using the FOM (Figure of Merit) function. Differential expression patterns between conditions were identified by SAM (Significant Microarray Analysis) program. Briefly, SAM computes a statistic for each gene measuring the strength of the relationship between gene expression and the response variable. We applied a permutational test (100 permutations) to better estimate false discovery rate (FDR), which was used to estimate the proportion of false positives. Only genes with an FDR lower or equal to 5% were considered for further analyses.

#### Gene ontology annotation

Gene ontology analysis of the differentially expressed genes was performed using PANTHER. 13.1 [66, 67] and differentially expressed genes that were up and down-regulated were categorized to Biological Processes. In the case of differentially concentrated proteins, KEGG Orthology classification was used, to assign GO terms according to biological function [68]. Contingency analyses were performed on the different pathways to attest their differential representation across the different conditions (Nat. Pop, T1, T2) using JMP (version 14.1.0). Significant differences were considered when α < 0.05.

#### Degree of correlation/congruency

In order to test the degree of similarity between gene expression and protein concentration, analyses of congruency were performed in each treatment (i.e. T1 and T2). Due to the absence of replication in our proteomics analyses, correlation between proteomics and transcriptomics could not be assessed. Congruency analyses were performed as described by Mayfied and collaborator (2016) [50]. Briefly congruency was defined to occur when both proteomics and transcriptomics yielded to the same results (either +/+ or −/−). Double “non-significant” (no significant effects for proteome and transcriptome) were not considered.

## Abbreviations

DEG: Differentially Expressed Gene
G3P: Glyceraldehyde 3-Phosphate
GO: Gene Ontology
MOX: Methanotrophic symbionts
NF-KB: Nuclear Factor-Kappa B
PGRP: PeptidoGlycan Recognition Protein
PRR: Pattern Recognition Receptor
Ru5P: Ribulose-5-Phosphate
SOX: Thiotrophic symbiont
TCA: TriCarboxylic Acid
TLR: Toll-like Receptors
TNF: Tumor Necrosis Factor

How the deposited data were processed for this re-analysis (not part of the article)

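Gill RNA of *B. azoricus* was measured on 6 two-colour custom Agilent arrays on 4 slides. The samples used were 4 pools of 6 symbiotic mussels (T0), 2 pools of 5 partially depleted mussels after 7 days (T1) and 2 pools of 5 aposymbiotic mussels after 27 days (T2). The labels call the last group T3, and the description of T2 pool a calls it partially depleted where its title does not, so its place as the paper's T2 is inferred from the paper's 2 caged groups. The file headers place the scan of the T0 arrays before the sampling months stated in the methods, and this was not resolved here. The T0 pools are in the Cy5 channel of 1 array each, and the Cy3 channel of those arrays, which holds no sample of the series, was left out. The files of both T1 pools are the same array file, read in Cy3 for pool a and in Cy5 for pool b, and likewise for T2.

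The authors deposited the scanner's median pixel intensity of each spot and of its local background, which are not normalized, as written by Agilent Feature Extraction 10.7.3.1 per the file headers. A processed intensity is deposited beside it, from which the authors' software had subtracted background and in which it had normalized the dyes. Flags of 0 or 1 (an other kind of value) for saturation, outliers and signal well above background are deposited as Feature Extraction set them. The authors also deposited a table of normalized values, a score per probe and pool with 41001 probes, which the data show to be standardized per probe, since the squares of a probe's scores sum to at most 9. These scores were used as an alternative only.

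Each array has 62486 spots, 61167 of them without controls, for 60744 probes, 47 of which have several spots. Spots flagged as outliers by the deposited flags were set to missing, which cost 39 probe values. With R 4.3.3, limma 3.58.1 and data.table 1.17.8, median intensities were background corrected by normexp (offset 50), taken as log2, quantile normalized over the 8 pools and averaged over the spots of a probe. Probes over 3 times background in more than 20% of the pools were kept, 32918 in all, of which 32888 had values in every pool. The median intensity over background was 2.07 to 3.61 in the T0 pools, 2.47 to 2.56 in T1 and 1.70 to 1.72 in T2. The T0 pools had 0 saturated spots, and the T1 and T2 pools 146 to 277, at a ceiling of 65535. The number of arrays limits the precision. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.

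T1 and T2 were compared with T0 and with each other by limma's moderated test in 1 fit of the 3 groups, and T1 and T2 together with T0 in a fit of 2 groups, with Benjamini-Hochberg adjustment at 0.05. The median residual SD was 0.262 (5 residual degrees of freedom). Lists and word sets were tested with limma's camera (correlation 0.01) and fry, their p-values adjusted within a family of sets. SAM was run at a false discovery rate of 5%, with a limit of 100 permutations. Every comparison has fewer arrangements of its pools than this limit, so all of them were used, the real one included. The false discovery rate of SAM therefore rests on few arrangements, fewest between T2 and T1. The method was tested on simulated data with 200 changed probes, of which limma recovered 85 of 100 4-fold and 28 of 100 2-fold changes in T1 with 4 false calls, and SAM 76 and 16 with 9 false calls. limma in T2 recovered 80 and 24 with 4 false calls, and SAM 69 and 13 with 6. The simulated pools were independent and few probes changed. These values therefore do not show how either test behaves where pools share an array, as those of T1 and of T2 do.

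The annotation in the files gives at most 1 word of a probe's description, with 10 letters of the alphabet replaced by the letter n, and 205 of the candidate probes have readable words. The words for the families of Tables 1 to 3, for the classes of Fig. 4 and for symbiont genes, the groups, tests, thresholds and most alternatives were chosen before the data were examined. A family's value is the mean log2 over its tested probes, tested in place of those probes in the same fit. The standard error of a word set is over its probes. Metallothionein, big defensin and cathepsin groups were added after seeing the data.

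Named transcripts were chosen by a rule written beforehand: those the results text names, matched by annotation, and for each comparison the 2 probes with the largest increase and the 2 with the largest decrease among those past the threshold, above background in both groups and with every pool of 1 group beyond every pool of the other. Other families are named where few were called, after their values were seen.

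The alternatives were the authors' processed intensity, the same intensity scaled to the 75th percentile without quantile normalization, cyclic loess, loess within arrays, no filter, the filter in all samples, a dye term, the Cy5 pools alone, pools with the same number as a block, array as a random block, leaving out each pool, an adjusted p of 0.01, a change of 2-fold, only the groups compared, SAM, the normalized scores, means by gene and the brightest probe. Chosen after seeing the data were leaving out the raised area before or after normalization, the same with SAM, the 75th percentile and cyclic loess, slide as a random block, and SAM on the scores. The raised area is the blocks of 16 rows by 14 columns of spots, 24 down and 12 across, in which the median of probes dim in every T0 pool lay more than 0.3 (log2) over the array's median on any array. In the 4 T0 pools a pool was called apart where its gap to the nearest other exceeded 0.829 of the range. Simulated unchanged pools (100) and random lists matched in size and T0 level (10000) served as controls, and a Spearman rho over 0.1 with GC content was taken as a trend.

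The GO classes and the congruency of transcripts with proteins were left out, because the annotation does not resolve the genes, and the proteomic data were not analysed here.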

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

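The tests of the raised area by negative control spots and by leaving it out, and those of slide, scan session, single arrays, the scaling of the arrays and the signal of T0 pool 2, were chosen only after the results were seen, as were the metallothionein, big defensin and cathepsin groups.

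Negative control spots, whose signal the paper does not report, were 3.78 times as bright inside the raised area of the T1 array as outside it in T1 pool a and 3.93 times in T1 pool b, against 0.97 to 1.02 in the T0 and T2 pools. Probes higher in T1 lie together there, 3533 of 5800 in an area with 15.1% of the spots. If transcripts whose probes lie there had risen, copies of one sequence should have risen alike inside and outside, but the copy inside had the higher fold change in 66.4% of 735 pairs. The median absolute difference within pairs was 0.61 where 1 probe lay inside and 0.11 where both lay outside. Probes dim in T0 rose by 1.48 inside and 0.03 outside, and the brightest 10% changed by −0.55 and −0.10. Uneven washing or hybridization over part of the array is a candidate explanation, and which of these was at work was not tested. A signal added there would raise dim probes but would not by itself lower the brightest more inside than outside. In T2 the brightest 10% changed by −0.13 inside and −0.18 outside. An added signal alone therefore does not account for the T1 values. Apart from a rise of the transcripts whose probes lie there, no biological explanation was tested, because the position of a probe on the array is not part of the design.

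T2 and T1 differed at 5065 probes by a test of the difference itself. With the raised area left out, 228 probes differed, of 25762 tested. The area may therefore account for most of the difference between the groups, and 3493 of the 5065 probes lay in it. For the remaining probes, 1 array stands behind each group, so that a difference between arrays and one between 7 and 27 days of depletion cannot be told apart.

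C1q probes, 52 in all, were higher in T2 than in T1 by 0.73 (standard error 0.19, adjusted p = 0.035). The raised area and the scaling are argued against, as the difference was 0.71 (standard error 0.21) without the raised area and at least 0.68 under 4 other scalings of the arrays. Its adjusted p without the area was 0.206, so that it fails the correction there. A difference between single arrays, with 1 array of T2, stays open beside an effect of the duration, which was not tested separately.

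Mannose-6-phosphate, 2-oxoglutarate and ATP-citrate probes were lower in T2 than in T1. Mannose-6-phosphate differed by −0.66 (standard error 0.19, adjusted p = 0.0476) with all spots and by −0.07 (standard error 0.27) without the raised area (−0.0745 before rounding). For 2-oxoglutarate the difference was −1.36 (standard error 0.18, adjusted p = 8.10e-04) and −0.27 (standard error 0.24). In both cases 1 probe is left outside the area, and the values are consistent with the raised signal as the source. ATP-citrate differed by −1.69 (adjusted p = 1.73e-04), and 0 of its tested probes lie outside the area, so that the raised signal and a change of the transcript cannot be told apart.

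Big defensin probes, 7 in all, were higher in T2 than in T1 by 1.71 (camera, adjusted p = 0.0111). Without the raised area the 4 probes left gave 1.08 (standard error 0.59), which lies within 2 standard errors of 0, so the area as the source can be neither excluded nor shown. Outside the area the BIGDEF1, BIGDEF2, BIGDEF3 and BIGDEF4 probes differed by 2.07, 1.29e-04, 2.13 and 0.13, and inside it the BIGDEF1, BIGDEF3 and BIGDEF4 probes differed by 1.99, 3.44 and 2.25. The BIGDEF1 values go against the area, and the larger value inside for BIGDEF3 goes with it. The BIGDEF4 probes decide nothing, as they differ without the T1 array too. Against T0 they changed in T2 by 1.68 (inside) and 0.27 (outside), from T0 means of 12.95 and 10.03. The scaling argues against a technical source, the lowest value under 4 other scalings being 1.71, and so does the slide, since T1 and T2 share 1 slide scanned in 1 session. A difference between single arrays, with 1 array of T2, remains open, as does an effect of the duration of depletion.

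Cathepsin probes, 35 in all, changed by −0.58 in T2 (adjusted p = 3.75e-05 by camera), with 2 up-regulated and 16 down-regulated, and by −0.40 under the scaling nearest to a change of sign. Of 10000 random lists of the same size and T0 level, 0% had as low a median, although several probes of one gene make such lists look more independent than they are. With 0 T0 arrays in the scan session of the T2 array, slide and session cannot be told apart from the loss of symbionts. The same probes were lower in T2 than in T1 by −0.32 (adjusted p = 0.041 by camera). Leaving out the raised area gave −0.36 (standard error 0.10), which argues against the area, but scaling to the 75th percentile gave 0.09 (0.0891 before rounding), so the scaling of the arrays may account for this difference. A difference between single arrays, with 1 array of T2, is open too.

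Metallothionein probes, 25 in all and not discussed in the paper, were higher in T2 by 0.83 (adjusted p = 1.53e-05 by camera, 0.0035 by fry), with 12 up-regulated and 2 down-regulated, and higher in T1 by 0.56. The raised area is argued against by the T1 value without it, 0.66 (standard error 0.20), the scaling in T2 by a lowest value of 0.80, and a change of all probes of this brightness by 0% of 10000 random lists with as high a median. In T1 the 75th percentile gave 0.30, within 2 standard errors of 0 (the standard error over probes being 0.20), so how far the T1 value rests on the scaling stays open. Slide and scan session stay open too, with 0 T0 arrays in the later session, and cannot be told apart from time in cages or the loss of symbionts.

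T0 pool 2 lay at 9.26 in the C-type family, apart from the other T0 pools at 9.57 to 9.62, with a gap of 0.853 of the whole range. Of 58 groups of 4 pools examined, this was the only 1, and chance gives about 1 in 20. Low signal of the whole pool stays open: the median signal over background was 2.07 in T0 pool 2, against 2.40 to 3.61 in the other T0 pools, and the normalized values cannot show whether this lowered the C-type probes. No biological explanation was tested, as the design gives no difference between T0 pools.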

How the results depend on the processing

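The settings that leave out the raised area of the T1 array, take slide as a random block or run SAM on the deposited normalized scores were chosen only after the results were seen. Changes below are log2 fold changes against T0 unless stated, counts are of differentially expressed probes, and the cause of a change was not tested unless one is named.

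With all spots and quantile normalization, 10881 probes differed in T1, 7570 in T2, 6428 only in T1, 3117 only in T2, 4453 in both, 13998 in T1 or T2, 5065 between T2 and T1, and 7230 between T1 and T2 together and T0. Loess within arrays kept these counts within 1.5 times and kept the direction and the call of every list, word set, family and named probe. Cyclic loess with all spots kept the 8 counts, 6 lists and 4 word sets, averaging probes by gene kept the 8 counts, and taking the brightest probe kept the 6 lists. The immune list was negative in T1 and positive in T2 in all 24 alternatives run for it, and the cell death list was positive in T1 in all 24. Probes with symbiont words were lower in both groups, and past the threshold by camera, in all 23 alternatives. Caspase and hydramacin in T1 and T2, succinate and 2-oxoglutarate in T1, and death-associated probes in T2 were positive in all 23, and the initiator probe in T2 was negative in all 22.

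Scaling changed families more than counts. With the authors' processed signal, the cell death list in T2 was −0.089, TNF −0.013 in T1 and −0.036 in T2, and MyD88 in T2 0.215, all of opposite sign to the values with quantile normalization; 17 of 18 counts, lists and sets and 33 of 38 families and named probes were unchanged in direction and call. With the 75th percentile, 4082 probes differed only in T1, 1 word set of Fig. 4 passed the threshold in T1 and 2 in T2, and signs turned for TNF in T1 (−0.11), C-type in T2 (0.55) and MyD88 in T2 (0.45). Cyclic loess turned Toll-like receptors in T1 (0.024), C-type in T2 (0.054) and isocitrate in T2 (0.069). The median of all tested probes moved with the scaling, to −0.18 in T1 and 0.07 in T2 with the 75th percentile against −0.0033 and 0.0074 with cyclic loess.

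With no background filter, 4773 probes differed only in T2 (3214 higher and 1559 lower), the carbon metabolism list in T1 was −0.0095, the cell death list in T2 −0.075, TNF −0.016 in T1 and −0.0031 in T2, isocitrate in T1 −0.037 and C-type in T2 0.075. With the filter in all samples fewer probes were tested, and 3150 differed in T1, 4460 in T2, 1291 only in T1, 1859 in both, 5751 in T1 or T2, 677 between T2 and T1, and 4044 in T1 and T2 together. Signs turned for the carbon metabolism list in T2 (0.17), peptidoglycan (−0.053), Toll-like receptors (0.029) and pyruvate (0.21) in T1, and C-type (0.13), pyruvate (0.23), malate (0.065) and isocitrate (0.42) in T2.

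A dye term, which leaves fewer residual degrees of freedom, gave 7002 probes in T1, 3280 in T2, 1400 only in T2, 1880 in both, 8402 in T1 or T2 and 1638 in T1 and T2 together, and turned the cell death list in T2 (−0.069), Toll-like receptors in T1 (0.12) and programmed cell death in T2 (−0.021). The Cy5 pools alone, with fewer samples, gave 1431 in T1, 1081 in T2, 906 only in T1, 556 only in T2, 525 in both, 1987 in T1 or T2, 179 between T2 and T1, and 1883 together, with the carbon metabolism list in T1 at −0.25, the cell death list in T2 at −0.10, peptidoglycan in T1 at −0.012 and Toll-like receptors in T1 at 0.11.

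Array as a random block (consensus correlation 0.69) gave 4893 probes in T1, 1577 in T2, 3964 only in T1, 648 only in T2, 929 in both, 5541 in T1 or T2, 2350 between T2 and T1, and 1699 together. Slide as a random block (0.42) gave 6289 in T1, 2901 in T2, 1294 only in T2, 1607 in both, 7583 in T1 or T2 and 4336 together, with the cell death list in T2 at −0.0049. Taking pools with the same number as a block gave 425 probes for T1 and T2 together against T0 and C-type in T2 at 0.028. Residuals of pools with the same number were not alike (correlations −0.063 to 0.14), so the numbers pair no samples and the block removes degrees of freedom.

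At an adjusted p of 0.01, which is stricter by construction, 6011 probes differed in T1, 2816 in T2, 1299 only in T2, 1517 in both, 7310 in T1 or T2, 3256 between T2 and T1, and 2132 together. Requiring a change of 2-fold gave 6222, 3916, 2021, 1895 and 8243 for T1, T2, only T2, both and either, and 3396 together. With only the groups compared in the fit, 8274 probes differed between T2 and T1. SAM gave 5024 in T1, 3119 only in T1, 6976 only in T2, 1905 in both and 14880 between T2 and T1. On the deposited normalized scores limma gave 23268 in T1, 17882 in T2, 9873 only in T1, 13395 in both, 27755 in either, 7996 between T2 and T1, and 18565 together, and SAM gave 26936, 17994, 12461, 14475, 30455, 13351 and 22465 for the same counts.

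Without the raised area, 3229 probes differed in T1, 827 only in T1, 2402 in both, 7024 in T1 or T2 and 228 between T2 and T1. The carbon metabolism list in T1 was −0.21, peptidoglycan in T1 −0.072, pyruvate in T1 3.64e-04, isocitrate in T1 −0.20, C-type in T2 0.0060 and Fas-associated in T2 −0.073. Leaving the area out after normalization gave 5204 in T1, 2040 only in T1, 8239 in either and 330 between T2 and T1, with 1 word set past the threshold in T1, the carbon metabolism list in T1 at −0.33, peptidoglycan at −0.071 and isocitrate at −0.45 in T1, and C-type at 0.0052 and Fas-associated at −0.062 in T2. SAM without the area gave 3714 in T1, 967 only in T1, 2747 in both, 7572 in either and 4 between T2 and T1.

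The 75th percentile without the area gave 3547 in T1, 795 only in T1, 4734 only in T2, 2752 in both, 8281 in either and 222 between T2 and T1, with 2 word sets past the threshold in T2, the carbon metabolism list in T1 at −0.29, peptidoglycan at −0.077 and isocitrate at −0.18 in T1, and C-type in T2 at 0.27. Cyclic loess without the area gave 3195 in T1, 876 only in T1, 2319 in both, 6713 in either and 230 between T2 and T1, with the carbon metabolism list in T1 at −0.23, peptidoglycan at −0.13, pyruvate at 0.0063 and isocitrate at −0.14 in T1, and C-type at 0.069 and Fas-associated at −0.068 in T2. Fewer probes are tested in these settings. Of the 10881 probes called in T1 with all spots, 4221 lie in the area.

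With each pool left out in turn, a lone pool of T1 or T2 being assumed to vary like the other groups, counts ranged from 2124 to 11495 in T1, 1558 to 8457 in T2, 924 to 7875 only in T1, 337 to 4490 only in T2, 1200 to 5219 in both, 6614 to 14733 in T1 or T2, 677 to 5587 between T2 and T1, and 4278 to 6538 together. T1 pools a and b moved the T1 count most (2449 and 2124 without them, with 1121 and 924 only in T1, 1328 and 1200 in both, 6853 and 6614 in either, and 752 and 677 between T2 and T1). Without T2 pool a or b the T2 count was 1558 or 1969, the count only in T2 337 or 446, that in both 1221 or 1523, and that between T2 and T1 3131 or 3089. T0 pool 2 moved the count for both groups together, to 4278.

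Leaving out a pool, the carbon metabolism list in T1 ranged from −0.25 (T1 pool b; −0.24 without T1 pool a) to 0.067, the cell death list in T2 from −0.10 (T2 pool a; −0.047 and −0.0064 without T0 pools 2 and 4) to 0.11, and the word sets past the threshold from 0 to 1 in T1 and 0 to 1 in T2, with 1 in both without T1 pool a. Peptidoglycan in T1 ranged from −0.15 (T1 pool b) to 0.36, Toll-like receptors from −0.25 to 0.11 (T1 pool a) in T1 and from −0.079 (T2 pool b) to 0.31 in T2, C-type in T2 from −0.22 to 0.14 (T2 pool b), TNF in T2 from −0.020 (T0 pool 3) to 0.12, and isocitrate in T2 from −0.18 to 0.022 (T0 pool 4). The 2-oxoglutarate value in T1 was 0.54 without T1 pool b.

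The share of transcripts with the same call as the protein and the GO classes of Fig. 4 could not be computed, since the annotation does not resolve the genes. SAM, the normalized scores and the averaging of probes were run for the counts only. Probes at or under background limit what can be seen: 33.7% to 34.8% of probes were over 3 times background in T2 pools against 39.9% to 54.6% in T0 pools, so a transcript dim in T0 and lower in T2 was not detectable. In simulated data with 200 changed probes of 32888, limma recovered 85 of 100 4-fold and 28 of 100 2-fold changes in T1, and 80 and 24 in T2. The simulated pools were independent, which the pools of a shared array are not.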

Differences from the paper's values

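Alternatives are those set before the data were examined unless a sentence says otherwise, and the tests added later are named as such. The paper counts transcripts and the values here count probes.

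For probes differentially expressed in T1 or T2 the paper's value is 4300, and the value here is 13998. Within 1.5 times of the paper's value were the filter in all samples (5751) and array as a random block (5541), and the other alternatives were not.

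For those only in T1 the paper's value is 1405, and the value here is 6428. The filter in all samples (1291) and leaving out T1 pool a (1121) came within 1.5 times, the other alternatives did not, and leaving out the raised area after normalization (2040) and SAM without the raised area (967), both chosen after seeing the values, did. For those only in T2 the paper's value is 799, and the value here is 3117. The Cy5 pools alone (556) and array as a random block (648) came within 1.5 times, and the other alternatives did not.

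Among probes only in T1, the number up-regulated is about 430 in Fig. 3, read by eye, and 3605 here. The filter in all samples (374), the Cy5 pools alone (518) and leaving out T1 pool b (502) came within 1.5 times and the others set beforehand did not. Chosen after seeing the values, leaving out the raised area before (376) or after normalization (402), SAM without it (443) and cyclic loess without it (353) did. The number down-regulated is about 980 in Fig. 3, read by eye, and 2823 here. Cyclic loess (1411), the filter in all samples (917), array as a random block (958), an adjusted p of 0.01 (1267) and a change of 2-fold (1246) came within 1.5 times and the others did not, while slide as a random block (1410), chosen after seeing the values, did.

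Among probes only in T2, the number up-regulated is about 550 in Fig. 3, read by eye, and 1925 here. Array as a random block (430) and an adjusted p of 0.01 (824) came within 1.5 times and the others did not, while SAM on the normalized scores (711), chosen after seeing the values, did. The number down-regulated is about 250 in Fig. 3, read by eye, and 1192 here, with the Cy5 pools alone (216) and array as a random block (218) within 1.5 times, and no other.

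The number shared by both groups is about 2100 in Fig. 3, read by eye, and 4453 here. The filter in all samples (1859), a dye term (1880), leaving out T2 pool b (1523), an adjusted p of 0.01 (1517), a change of 2-fold (1895) and SAM (1905) came within 1.5 times and the others did not. Slide as a random block (1607), and the settings without the raised area by limma (2402), SAM (2747), the 75th percentile (2752) and cyclic loess (2319), all chosen after seeing the values, did too. With all spots and quantile normalization more probes were specific to T1 than to T2, as in the paper. More were specific to T2 with the 75th percentile (4664 against 4082), the filter in all samples (2601 against 1291), SAM (6976 against 3119), and without T1 pool a (4404 against 1121) or T1 pool b (4490 against 924). The same holds without the raised area, chosen after seeing the values (3795 against 827).

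Some directions also differ, with the reservation that a word family holds several genes and mostly does not resolve those of the tables. The paper gives hydramacin as down-regulated in both groups, and the family here changed by 0.65 in T1 and 0.41 in T2, positive in all alternatives, although in T1 the BaHydra2 probes changed by −0.11 and −0.14 and the BaHydra1 probes by 1.49 and 1.38. It gives the initiator caspase as up-regulated in T2, where the probe changed by −1.62, negative in all alternatives. Succinate dehydrogenase and 2-oxoglutarate dehydrogenase are given as down-regulated in T1, where the families changed by 0.71 and 1.50, positive in all alternatives. For 2-oxoglutarate the probe outside the raised area changed by 0.55 (adjusted p = 0.114), and the family by 0.54 without T1 pool b. The pentose phosphate pathway is given as unaltered at the transcript level, while transketolase probes changed by −2.15 in T1 and −2.79 in T2. At the protein level the paper gives several enzymes of this pathway as down-regulated, transketolase among them in T1.

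For T1 the paper gives Toll-like receptors 1 and 13, pyruvate dehydrogenase and glyceraldehyde-3-phosphate dehydrogenase as up-regulated and isocitrate dehydrogenase as down-regulated. The families here changed by −0.07 (Toll-like receptors; 0.12 with a dye term, 0.11 with the Cy5 pools alone and without T1 pool a, 0.02 with cyclic loess and 0.03 with the filter in all samples), −0.30 (pyruvate; 0.21 with the filter in all samples and, chosen after seeing the values, 3.64e-04 without the raised area and 0.01 with cyclic loess without it), −0.18 (glyceraldehyde, negative in all alternatives) and 0.22 (isocitrate; −0.04 with no filter and, chosen after seeing the values, −0.20 without the raised area, −0.45 with it left out after normalization, −0.18 with the 75th percentile without it and −0.14 with cyclic loess without it). C1q is given as mostly up-regulated, with 4 probes up-regulated and 17 down-regulated here in T1. For T2 it gives PGRP 3 as down-regulated, where the family changed by 0.16, positive in all alternatives, and MyD88 and the C-type lectins as up-regulated, where the families changed by −0.14 (0.45 with the 75th percentile, 0.22 with the processed signal) and −0.04 (0.55 with the 75th percentile, 0.05 with cyclic loess, 0.07 with no filter, 0.13 with the filter in all samples, 0.03 with pools of the same number as a block, 0.01 without T0 pool 1 and 0.14 without T2 pool b). Chosen after seeing the values, the 4 settings without the raised area gave the C-type family 0.27 with the 75th percentile, 0.07 with cyclic loess, 0.01 with quantile normalization and 0.01 with the area left out after it. Of the table entries not in the results text, macrophage and collectin are given as up-regulated in T2, and the families changed by −0.35 and −1.02. Fibrinogen and lipopolysaccharide entries are given as up-regulated in T1, and the families changed by −0.14 and −0.17. All of these were negative under all 4 other scalings. Leaving out the raised area, chosen after seeing the values, gave fibrinogen in T1 as 0.33, in the paper's direction, lipopolysaccharide in T1 as −0.07 and macrophage in T2 as −0.43, and collectin has no probe outside the area. Other alternatives were not run for these families.

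Of the classes of Fig. 4, translational initiation and the cell cycle are named among up-regulated classes in T1, and the word sets here had means of −0.07 and −0.26. Fig. 4 gives shares of the called genes, so the mean of a word set is an unlike measure. By share, these sets were 0.207% and 0.0172% of the up-regulated probes in T1, against 0.344% and 0.0456% of those tested. With the raised area left out, chosen after seeing the values, the means were −0.01 (standard error 0.06) and −0.02 (standard error 0.13), so no direction is shown there. Translation is named among the down-regulated classes in T2, and ribosomal protein probes had a mean of 0.09, with 42 up-regulated and 27 down-regulated. That mean was 0.009 with cyclic loess. Probes with words for translation initiation went in the paper's direction in T2, with a mean of −0.10, 16 up-regulated and 20 down-regulated. The paper describes a global immune stimulation, and of the 14 immune families 5 were positive in T1 and 10 in T2.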

Other observations

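The tests of T1 against T2 counts, of slide and session, of GC content, of scaling and of the normalized scores were chosen only after the results were seen.

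More probes differed in T1 than in T2 with all spots and quantile normalization (10881 and 7570), but not with SAM, the 75th percentile (9683 and 10265), the filter in all samples (3150 and 4460), or without T1 pool a or b (2449 and 2124 in T1). With the raised area left out 3229 differed in T1 and 6197 in T2, which is consistent with raised signal over part of the T1 array as the source of the order. The T1 count with the area left out after normalization was 1.61 times that with the area left out before it, so quantile normalization may also have spread the raised signal to probes elsewhere on the array. Slide or scan session is argued against for this pattern, since the T1 and T2 arrays lie on 1 slide. Without the area the correlation of the T1 pools with the T0 pools rose from 0.862 to 0.908 on average, and that with the T2 pools from 0.904 to 0.952. No biological explanation for the order was tested.

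T1 and T2 pools together differed from T0 at 7230 probes, and at 6503 without the raised area. Only 1 of the 35 splits of the 8 pools into 4 and 4 gave as many, the real one, in both settings, and the highest count of another split was 7 and 8, which argues against chance, although the 2 pools of an array are not independent. The real split is also the split between the scan sessions and between the slides.

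For probes that differ between T2 and T0, the dye is argued against by a ratio of 0.913, the median of the change in T2 pool b (Cy5, as in T0) over that in T2 pool a (Cy3) among 5142 probes over 1 log2 in pool a. GC content is argued against by a Spearman rho of 0.0513 across probes, which are not independent replicates, and the signal ceiling of the later scan by 0.202% (7 of 3470) of the lower probes being at the ceiling. Slide and scan session cannot be told apart from the loss of symbionts and from time in cages, since 0 T0 arrays were scanned in the later session.

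The log2 fold changes of T1 and T2 were correlated across probes, with r = 0.562 and 74.2% of the probes changed in the same direction. Both comparisons share the T0 pools, which alone gave 0.301 to 0.364 and 60.1% to 61.6% in 100 simulations of unchanged pools, so that sharing is argued against as the whole source. Without the raised area the correlation was 0.764. A common response to depletion may stand behind it, and so may the common slide and session, which the correlation of 0.562 does not separate.

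Probes with symbiont words, 5 in all, changed by −2.41 in T2, and by −2.40 under the scaling nearest to 0, which argues against the scaling. Of 10000 random lists of the same size and T0 level 0% had as low a median. With 0 T0 arrays in the later session, slide and session stay open beside the loss of symbionts.

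In the deposited normalized scores, probes of the same sequence were no more alike than random pairs, with a median correlation over the 8 pools of 0.146 for 1798 pairs against 0.133. In the scanner's intensities the pairs had 0.901, and scores and intensities of the same probe ID had 0.0196. These values are consistent with probe IDs that do not belong to their scores, so the counts from the scores say nothing about single probes.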
